# Abundant small RNAs in the reproductive tissues and eggs of the honey bee, *Apis mellifera*

**DOI:** 10.1186/s12864-022-08478-9

**Published:** 2022-04-04

**Authors:** Owen T. Watson, Gabriele Buchmann, Paul Young, Kitty Lo, Emily J. Remnant, Boris Yagound, Mitch Shambrook, Andrew F. Hill, Benjamin P. Oldroyd, Alyson Ashe

## Abstract

**Background:**

Polyandrous social insects such as the honey bee are prime candidates for parental manipulation of gene expression in offspring. Although there is good evidence for parent-of-origin effects in honey bees the epigenetic mechanisms that underlie these effects remain a mystery. Small RNA molecules such as miRNAs, piRNAs and siRNAs play important roles in transgenerational epigenetic inheritance and in the regulation of gene expression during development.

**Results:**

Here we present the first characterisation of small RNAs present in honey bee reproductive tissues: ovaries, spermatheca, semen, fertilised and unfertilised eggs, and testes. We show that semen contains fewer piRNAs relative to eggs and ovaries, and that piRNAs and miRNAs which map antisense to genes involved in DNA regulation and developmental processes are differentially expressed between tissues. tRNA fragments are highly abundant in semen and have a similar profile to those seen in the semen of other animals. Intriguingly we also find abundant piRNAs that target the sex determination locus, suggesting that piRNAs may play a role in honey bee sex determination.

**Conclusions:**

We conclude that small RNAs may play a fundamental role in honey bee gametogenesis and reproduction and provide a plausible mechanism for parent-of-origin effects on gene expression and reproductive physiology.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08478-9.

## Introduction

Parents can influence the phenotype of their offspring not only through the genetic contribution that they pass on but also through so-called ‘parental effects’. Maternal effects, the best-studied parental effect, occur when the mother influences the phenotype of the offspring, regardless of the offspring’s own genotype. For example, strong maternal effects can be caused by maternal deposition into oocytes of proteins or messenger RNAs (mRNAs) that are critical for early development of the zygote. If the mother is unable to provide these critical proteins/mRNAs, the resultant embryo dies regardless of its genotype. Maternal effects have been recognised by biologists for many decades whereas paternal effects are less well studied, partially due to the relatively small size of sperm and the commonly held belief that sperm contribute only their DNA to the fertilised egg. However, it is increasingly clear that paternal effects exist, although the mechanisms by which they are mediated is often unclear [1].

Honey bees are a species in which parental manipulation of gene expression (such as via parental effects) is likely to evolve because i) females are polyandrous (mate with many males), ii) there is large investment in offspring colonies, the costs of which are borne by the parent colony collectively, but the majority of benefits accrue to a tiny number of offspring queens and their parents, iii) the value of male and female offspring to parents differs strongly [2–6]. Parental manipulation of offspring gene expression is particularly relevant for fathers, who die after mating [7], and are therefore unable to directly enhance the reproductive success of their daughters. Indeed, a drone’s only opportunity to enhance the reproductive outcomes of his daughters is to use epigenetic manipulations that provide his daughters with an advantage over the daughters of other males [4, 8–10]. For example, a male might attempt to minimise additional matings by the queen that he has just mated with, potentially increasing the reproductive success of his own daughters [11]. Further, it has been repeatedly shown that larvae reared as queens comprise a non-random set of patrilines, suggesting that some males enhance the probability that their daughters will be reared as reproductive queens, potentially by epigenetic means [12–14].

Small RNAs refer to non-coding RNA molecules between 18 and 50 nt long. Multiple classes of small RNAs are abundant in the semen of many animals and can alter offspring phenotypes when injected into zygotes [15–21]. Small RNAs are deposited maternally in *Drosophila melanogaster* [22, 23] and recent evidence suggests that small RNAs are also deposited paternally and can influence gene expression in the next generation [24]. Two examples demonstrate that biologically active small RNAs can be transferred from hymenopteran parents to offspring or from workers to larvae, providing a plausible mechanism by which epigenetic information could be transmitted between generations in honey bees. First, biologically active dsRNAs that confer acquired immunity are shared between honey bee generations via the glandular secretions that workers feed to larvae [25]. Second, female jewel wasps (*Nasonia vitripennis* - of the same taxonomic order as honey bees) include RNA molecules in their eggs that determine the sex of their offspring [26].

Small RNAs are classified according to their size and function. The first-discovered small RNA molecules, collectively known as microRNAs (miRNAs), are short (c.a. 22 nt) non-coding RNAs that typically bind to the 3′ UTR region of messenger RNAs, causing translational inhibition and/or mRNA degradation [27, 28]. Maternally inherited miRNAs are involved in sex determination during embryogenesis in *Caenorhabditis elegans* [29] and in mouse sperm, miRNAs degrade maternal mRNA stores in early zygotes to reprogram gene expression in the offspring [20]. Some miRNAs are maternally deposited in *D. melanogaster*, where they play important roles in embryogenesis [30–32].

Piwi interacting RNAs (piRNAs) are a class of small RNA between 24 and 32 nt in size, that typically have a uridine at the 5′ end (5′U bias) [33]. piRNAs interact with PIWI proteins, a class of Argonaute protein, to repress transposable element (TE) activity in the germline of animals during meiosis [34], including in insects [35, 36]. Additionally, piRNAs are involved in regulating gene expression in developing sperm cells and in somatic cells [37–39]. In *Drosophila* embryonic somatic cells, piRNAs destabilise/cleave target mRNAs to regulate embryonic development [40]. In *Drosophila* germ cells piRNAs interact with Aubergine and a germline specific poly(A) polymerase to facilitate the localisation of essential germline mRNAs to the germ plasm, where they are protected and can be passed from generation to generation [40]. Aubergine-piRNA-mediated epigenetic silencing of protein coding genes is well characterised in *D. melanogaster*, and can occur through piRNA induced silencing complexes [41–43] and/or spreading of *piRNA-*mediated heterochromatin into neighbouring loci [44].

tRNA fragments (tRFs) are small RNA molecules that are derived from the cleavage of mature transfer RNAs (tRNAs) [45]. The function of tRFs is mostly an enigma: some tRFs act similarly to miRNAs [46], while others interfere with global protein translation at the ribosome [47, 48]. Like miRNAs, tRF expression in *Drosophila* is age dependent. tRFs contain a seed region that has complementarity to 3’UTR regions of messenger RNAs and they interact with Argonaute proteins, suggesting that they form post-transcriptional RNA-induced silencing complexes (RISC) [49] and/or are involved in influencing mRNA stability and transport [50]. In mammalian sperm there is a global loss of piRNAs and an increase in tRFs and miRNAs that occurs during transit through the epididymis, a process that is essential for sperm maturation. tRFs have also been implicated in paternal transgenerational epigenetic inheritance [51–53].

The central roles played by miRNAs, piRNAs and tRFs in spermatogenesis, nurturing of germ line cells, somatic gene regulation and epigenetic inheritance in other species make them prime mechanistic candidates for parental manipulation of offspring development in honey bees [38, 54]. Previous studies of small RNAs in *A. mellifera* have primarily focussed on ovary, embryo and thorax tissues to investigate caste determination, oviposition or phylogenetic similarities [55–58]. Here, we focus on small RNAs in reproductive tissues to investigate their potential roles in gametogenesis, parent-of-origin effects and epigenetic inheritance. We find that honey bee reproductive tissues have distinctive small RNA profiles, with ovaries and eggs having a higher proportion of piRNAs relative to other tissues, semen having a higher proportion of tRNA fragments, and spermatheca and testes having a higher proportion of miRNAs. Our miRNA and piRNA target prediction suggests that germ cells utilise small RNAs to regulate processes during development (post-fertilisation), and in gametogenesis and sex determination. Our findings place small RNAs front and centre as the mechanism that mediates the parent- of-origin effects that are phenotypically observed in honey bees, but which cannot be ascribed to other epigenetic mechanisms, notably DNA methylation [59–64].

## Results

### Length distribution and biotype analysis of small RNAs

We surveyed the small RNA populations in the reproductive and germline tissues of Australian commercial honey bees (mainly *A. m. ligustica* heritage). We extracted RNA and generated small RNA libraries from a range of male (testes and semen) and female (spermatheca and ovary) reproductive tissues, as well as eggs from mated and virgin queens. The spermatheca is the organ in which sperm are stored, which a queen uses to fertilise female-destined eggs throughout her life. Sequencing of these libraries generated 12 to 35 Mb of reads per sample. On average 65% of reads mapped to the *A. mellifera* 4.5 genome. We first classified the small RNAs by size and biotype. Strikingly, the RNA populations varied greatly in size and biotype depending on their tissue of origin (Fig. 1A, Supplemental Fig. 1).

**Fig. 1:**
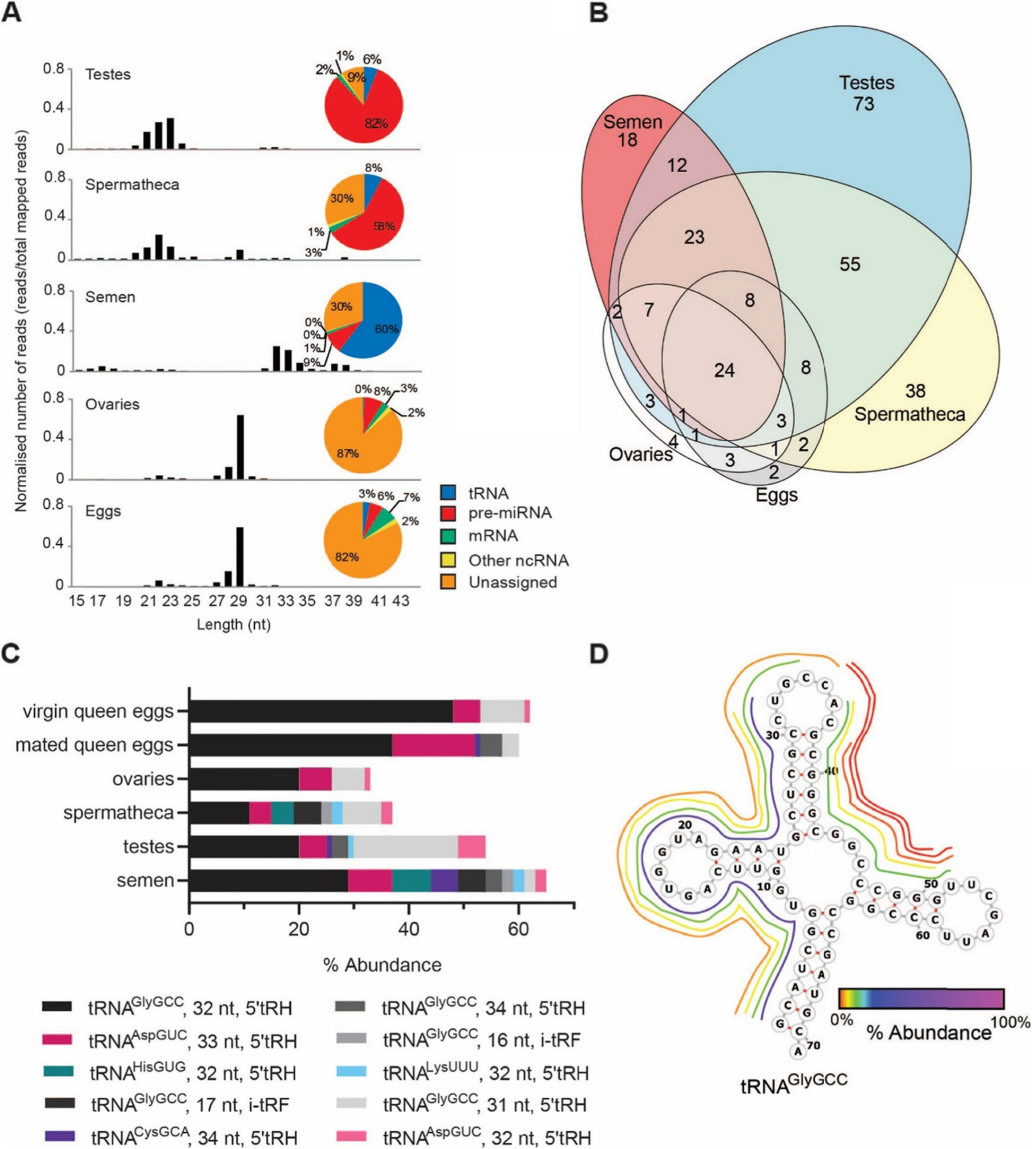
Small RNA species in the reproductive tissues of the honey bee. **A**. Size distribution of small RNAs between 13 and 43 nt in length mapped to the Amel 4.5 honey bee genome. Pie charts show the proportion of mapped reads that align to annotations of each biotype (tRNA, pre-miRNA, mRNA, other ncRNA and unannotated) for each tissue type. **B.** Euler plot illustrating number of novel miRNAs discovered in each reproductive tissue type and the overlap between tissue types. **C**. The 10 most abundant tRFs in semen and their relative abundance in other tissue types. tRF isoforms that originate from the same tRNA are shown as different shades of the same colour. **D.** A representation of the abundance of tRNA fragments derived from the tRNA^GlyGCC^ in semen. The origin of each tRF is shown by its position around the molecule and relative abundance is indicated by colour

Mapped reads from spermatheca and testis samples had a prominent peak at 21–23 nt which is the expected size of miRNAs. 58% and 82% respectively mapped to known precursor miRNAs from miRbase (Fig. 1A). In addition to honey bee miRNAs contained in miRbase, we identified 301 novel miRNAs using miRDeep2 [65]. The majority of these novel miRNAs were identified in the testes and spermathecal libraries (Fig. 1B) (Supplemental Fig. 1B, Supplemental Table S1). StemLoop qPCR [66] was conducted to validate three of the novel miRNAs that were differentially expressed between tissue types, according to small RNA sequencing. In all three cases the StemLoop qPCR results mirrored the expression levels suggested by the small RNA sequencing (Supplemental Fig. 1C).

In contrast to all other samples, semen samples had an abundance of mapped reads in the 32–33 nt range. Biotype analysis revealed that 60% of these reads mapped to sub-regions of tRNAs and were therefore tRNA fragments (tRFs) (Fig. 1A). Following the classifications of Loher and colleagues [67], tRFs were classified as being either 5′ or 3′ tRNA halves (tRH), 5′ or 3′ tRFs or internal tRFs (itRFs). Figure 1C shows the top 10 tRFs in semen, and their proportional abundance in other tissues. A full list of the relative abundance of tRFs across all tissue types is provided in Supplemental Table S2. The levels of individual tRFs appear to be highly regulated because their abundance differed greatly among tissues. For example, although the most abundant isodecoder, tRNA^GlyGCC^ (Fig. 1D), generated 30–60% of all tRFs per tissue type, the first and second most abundant tRNA^GlyGCC^ itRFs in semen were present at much higher levels in semen and spermatheca than in all other tissues (Fig. 1C). This difference indicates that tRF production is tissue-specific, and not simply a consequence of tRNA degradation. Strikingly, the high abundance of tRFs in semen was not observed in the spermatheca (Fig. 1A). This suggests that tRFs present in semen are carried in the seminal fluid and not by the spermatozoa, and/or that female contribution of small RNAs to the spermathecal fluid is abundant.

Mapped reads from egg and ovary samples showed a peak at 29 nt. This peak was also evident in the spermathecal samples but was relatively smaller than the larger peak at 21–23 nt (Fig. 1A). The high abundance of 29 nt length reads was evident in both mapped and unmapped reads (Supplemental Fig. 1B), suggesting that many were from repetitive regions that were not placed in the Amel 4.5 genome assembly. Egg and ovary samples also had a large proportion of total reads (~ 85%) that did not map to any recognised category of small RNA. The 29 nt reads are within the size range of piRNAs and nucleotide frequency plots generated using 26–31 nt reads showed a strong bias towards 1 U in ovaries and eggs (Supplemental Fig. 2). We therefore hypothesised that these 29 nt small RNAs were piRNAs. 

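Small RNA libraries, in which short RNAs are ligated to adapters, amplified by PCR and size-selected on a gel before single-read sequencing, were made from the ovaries and spermathecae of mated laying queens and from the semen of mature drones. The spermatheca is the organ in which a queen stores sperm. The sample labels list 3 ovary libraries, 2 semen libraries and 3 spermatheca libraries, whereas the methods describe semen taken from 3 colonies. By the flow cells in the labels, the ovary libraries shared a sequencing run with 2 of the spermatheca libraries and the semen libraries were in a different run, so tissue and run cannot be told apart in any comparison with semen. The authors mapped the reads to the Amel 4.5 genome, removed unmapped reads and reads annotated as other known RNAs, kept reads of piRNA length, and counted them on TEs and on whole genes, introns and UTRs included, with the featureCounts command of Rsubread. The deposited values are raw counts in the sense and the antisense direction, with a single column for each tissue. Which libraries each column combines, whether they were summed or averaged, and how reads that fit several positions or features were counted are not named in the paper's text. Over 34760 TEs and 15313 genes, the counts summed to 64175879 in ovaries, 7447278 in spermatheca and 283610 in semen. These sums hold only reads assigned to a TE or a gene, can include reads assigned to both, and are not the depth of the libraries. With 1 column per tissue there is no spread between replicates, so every value given for a tissue is the authors' pooled value, differences between tissues have no replicate check, and no p-value is given. The 95% Wilson confidence intervals cover counting error only, because PCR reads without molecular identifiers are not independent molecules, and they are left out where both limits round to the value itself. From the counts, shares were computed within each tissue. For comparisons of single genes and TEs between tissues, the antisense counts of each pair were scaled by edgeR's TMM method, which sets the scale so that most features are unchanged. Features with at least 5 counts in either tissue were compared at a fold change over 5, as in the authors' criteria but without their FDR. A count of 3 or fewer was treated as the floor. A fold against fewer than 3 counts was computed against 3 and is given as a lower bound, which is not a confidence limit. At exactly 3 counts the observed fold is given with its counting interval. Eggs and testes were not analysed here.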

To generate a list of putative piRNAs for each tissue, reads mapping to other known ncRNAs (i.e. tRNAs, rRNAs, miRNAs) and reads below 26 nt or above 31 nt were removed.

### piRNA cluster analysis

piRNAs are often transcribed from pericentromeric and telomeric heterochromatic regions, termed piRNA clusters, that are characterized by an abundance of transposable element (TE) remnants [68]. Using three algorithms: a custom script (CREST), proTRAC v2.4.2, and piClust, we identified 199 putative honey bee piRNA clusters totaling 3113.3 kB (1.25% of the genome) (Supplemental Table S3). Of the 199 clusters, 113 (57%) were located on unmapped scaffolds, probably due to the association with repetitive sequences that are hard to map [69]. In contrast to *D. melanogaster* [37, 70], we found that most honey bee piRNA clusters (171 of 199) are uni-directional and equally present on both genomic strands (Supplemental Table S3). This supports the suggestion of Wang et al. that species other than *Drosophilids* are incapable of dual-stranded piRNA cluster activity [58].

Clusters ranged in size from 1kB (Cluster 28) to 152 kB (Cluster 98) (Supplemental Table S3). Of the 199 clusters, 69 were identified in only one tissue, whereas only eight clusters were identified in all five tissues (Fig. 2A), demonstrating strong tissue-specific regulation of piRNA expression. The vast majority of putative piRNA reads mapped to clusters for ovaries (99%), eggs (99%), and spermatheca (90%). In contrast, only 56% of putative piRNAs mapped to clusters for testes and 23% for semen, suggesting that many of the piRNA-sized reads in these two tissues were not bona fide piRNAs, or are produced non-canonically. 

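Supplemental Table S3 lists 199 clusters, and 1442 of the 34760 annotated TEs share at least 1 base with a cluster. TEs in clusters took 57072458 of the 57645559 TE counts in ovaries (99.0%) and 5722328 of the 6030354 in spermatheca (94.9%). In semen they took 9599 of 133767 TE counts, or 7.18% (95% Wilson confidence interval 7.04% to 7.32%). The semen share depended on a single DNA transposon outside the clusters, without which it was 18.1%. The entries that held at least 10% of the counts of a tissue in a table of TEs or genes, sense or antisense, numbered 10 in ovaries, of which 10 lay in a cluster, and 7 in semen, of which 0 lay in a cluster. Spermatheca had 11 such entries, 8 of them in a cluster. The counts cover TEs and genes only, so reads of a cluster that overlap neither are not included. From the low share of semen reads in clusters, the paper proposes that many of its piRNA-sized reads are not true piRNAs or arise by another route.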

Of the piRNA reads that mapped to clusters, over 50% mapped to cluster 83 in eggs, ovaries and spermatheca (Fig. 2B). 

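Cluster 83 spans positions 246693 to 391513 of chromosome 16 in Amel 4.5 and is listed on the + strand. The 46 annotated TEs that overlap it held 44810356 of the 57645559 TE counts in ovaries, which is 77.7%, and 4578131 of the 6030354 TE counts in spermatheca, which is 75.9%. In semen the same TEs held 5987 of 133767 TE counts, or 4.48% (95% interval 4.37% to 4.59%). Genes of the cluster shown in Fig. 2C held smaller parts of the gene counts, at 2.38% in ovaries (95% interval 2.37% to 2.39%), 0.627% in spermatheca (0.614% to 0.640%) and 0.0374% in semen (0.0288% to 0.0485%). Among them, GB40294, on the − strand from 288598 to 290107, had 92727 antisense counts in ovaries, 6318 in spermatheca and 9 in semen. GB40295, from 286742 to 286864, had 41759, 994 and 19 antisense counts in the same order, whereas GB40296, at the edge of the cluster, had 1 antisense count in ovaries and 0 in spermatheca and in semen.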

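Of the 46 TEs that overlap cluster 83, 21 are annotated as LARDs. These 21 elements took 98.3% of the TE counts of the cluster in ovaries, 98.9% in spermatheca and 94.6% in semen (95% interval 94.0% to 95.1%), where the cluster had 5987 TE counts. The LARD with the most counts, ms35558, lies on the + strand of chromosome 16 from 277669 to 280751. It had 8272632 sense counts in ovaries, 776012 in spermatheca and 1005 in semen. Its neighbour ms35559, from 280756 to 283373, had 6179623, 662487 and 820 sense counts, and ms35556, from 273396 to 276714, had 6171970, 662127 and 865.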

Cluster 83 contains many transposable element remnants (Fig. 2C) (predominantly large retrotransposon derivatives (LARDs)) and is the main piRNA-generating cluster in female tissues. This shows that honey bee piRNA clusters, like those in *Drosophila* [36], resemble transposon graveyards. In semen, 75% of clustered piRNA reads map to cluster 8, which contains one large peak of reads but does not overlap any TE or other genomic feature. This again suggests that TEs are not associated with piRNA-sized reads in semen.

**Fig. 2:**
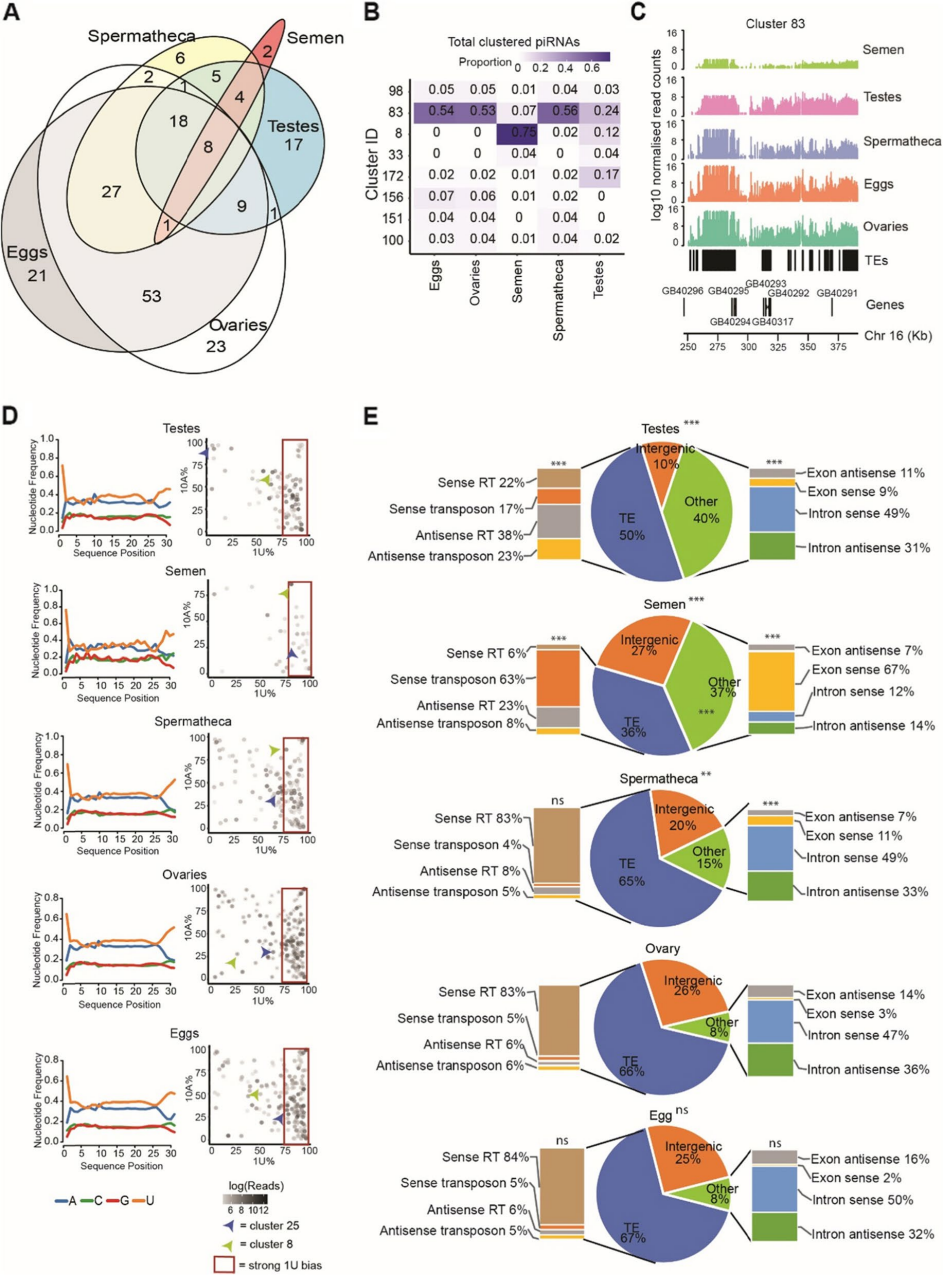
Analysis of piRNAs in the reproductive tissues of the honey bee. **A.** Euler diagram showing the overlap of clusters identified within each individual tissue. **B.** Table of the proportion of clustered total/uncollapsed piRNAs that align to the top three most active piRNA clusters for each tissue. **C.** Coverage of piRNAs at Cluster 83 for each tissue. Y-axis values are log10 RPM (reads per million) normalised values of total reads. **D.** Left: Nucleotide frequency plots for unique piRNAs in ovaries, eggs, testes, semen and spermatheca samples. Right: The 1 U and 10A bias of each piRNA cluster, detected within each tissue individually. Red box indicates clusters with a 1 U bias. Cluster 25 (blue arrow) and cluster 8 (green arrow) are examples of the same piRNA cluster with different 1 U and 10A frequencies between tissue types. **E.** Feature mapping of total piRNAs sense and antisense to retrotransposons and DNA transposons (left) as well as introns and exons (right). All distributions compared with ovaries (chi-squared test). ** indicates *p* < 0.01, *** indicates *p* < 0.001, ns = non-significant

Previous analysis of whole tissue honey bee larvae suggested that honey bees utilise ping pong biogenesis in the production of piRNAs [58]. To determine if this holds true for reproductive tissues, we assessed two signatures of ping pong biogenesis [37]: the prevalence of a 1 U/10A nucleotide bias and complementary sequence overlaps spanning 10 bp. Nucleotide frequency analysis of clustered piRNAs (in contrast to all piRNA-length reads) showed a strong 1 U bias in all tissues but no strong 10A bias (Fig. 2D), indicating that primary piRNAs are the most common overall. However, when 1 U/10A ratios were plotted for each individual cluster it was apparent that some clusters had both a 1 U and 10A bias, and that the extent of this bias differed between tissues (Fig. 2D). Furthermore, a 10 bp overlap between reads was enriched in testes and spermatheca, present in ovaries and eggs, but conspicuously absent in semen (Supplemental Fig. 3A). This suggests that some ping pong cycling is present in tissues except semen. We also measured piRNA phasing by plotting the 3′-5′ end distances between adjacent piRNAs. In *D. melanogaster* primary piRNA biogenesis, PIWI proteins use piRNAs as guides to fragment a pre-piRNA into a string of tail-to-head phased pre-piRNAs that are further processed into mature piRNAs [71]. We detected a significant signature of phased piRNA in semen (Z = 3.38, *p* < 0.001), but not in other tissues (Supplemental Fig. 3B). This indicates that primary piRNAs dominate in semen.

Overall, these data support previous findings that honey bees have ping-pong cycling capability [58], but strongly suggest that this activity is highly locus-specific, and not a general feature of piRNAs biosynthesis. piRNAs that are present in semen are mostly primary piRNAs – unsurprising, given that spermatozoa are mostly transcriptionally inert (see Discussion).

### piRNA targeting

Most piRNA-length reads in maternal tissues mapped to TE-dense piRNA clusters. We hypothesized that semen and testes would have fewer TE-associated piRNA-length reads, as fewer piRNA clusters were identified in these tissues. 

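Within the counts assigned to TEs or genes, 89.8% fell on TEs in ovaries and 81.0% in spermatheca. In semen the TE share was 47.2% (95% interval 47.0% to 47.3%), or 133767 of 283610 counts. Intergenic reads, which belong to the denominator of Fig. 2E, are not part of these counts. TEs and genes were counted in separate tables, so reads on a TE that overlaps a gene can be counted in both, and the shares are of assignments and not of reads. The value for semen was the least stable, since leaving out the TE with the most semen counts lowered it to 26.2%, while the same step for the leading TE of the other tissues gave 88.3% in ovaries and 78.8% in spermatheca.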

As expected, we found that less than half of piRNA-length reads mapped to TEs in semen and testes, compared to around 65% in maternal tissues (Fig. 2E). Furthermore, TE-mapping piRNAs in ovaries, eggs and spermatheca predominantly mapped to retrotransposons in the sense direction, whereas piRNAs in semen predominantly mapped to DNA transposons (Fig. 2E), revealing clear tissue specificity in the types of TE targeted by piRNAs. 

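Of the 34760 TEs, 31626 carry a class, 23031 of them class I (retrotransposons) and 8595 class II (DNA transposons). Sense retrotransposon counts made up 83.6% of the counts on these TEs in ovaries, 82.9% in spermatheca and 6.28% in semen (95% interval 6.15% to 6.42%). Sense DNA transposon counts made up 5.21%, 3.99% (3.98% to 4.01%) and 62.8% (62.6% to 63.1%) in the same order. Antisense retrotransposon counts were 5.61%, 8.58% (8.56% to 8.60%) and 22.8% (22.6% to 23.1%), and antisense DNA transposon counts were 5.54%, 4.56% (4.54% to 4.57%) and 8.06% (7.91% to 8.21%). Retrotransposons of both directions therefore accounted for 89.3% in ovaries, 91.5% in spermatheca and 29.1% in semen (28.9% to 29.4%). A single element carried most of the semen signal. ms43364, a class II element of 446 bp on the − strand of the unplaced scaffold GroupUn98, at 15657 to 15798 and 16001 to 16304, received 80687 of the 130341 counts. Without it the retrotransposon share in semen was 76.4%, so the predominance of DNA transposons in semen did not hold without this element. All TEs together were mapped in the sense direction by 88.8% of TE counts in ovaries, 86.1% in spermatheca and 68.0% in semen (67.7% to 68.2%), and by 19.4% in semen without ms43364. From the difference in the classes mapped, the paper concludes that the types of TE targeted by piRNAs are tissue specific.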

Of the TEs that have been confidently assigned to TE families (more recently active TEs) [72], the class II transposon Mariner/TC1 was highly targeted by piRNAs in all tissues except semen, in which the class I LINE retrotransposon R2 was the most targeted (Table 1). 

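A family was given for 1074 of the annotated TEs, and these held 2154510 counts in ovaries, 194965 in spermatheca and 8142 in semen. Mariner/TC1 took 63.2% of them in ovaries (95% interval 63.1% to 63.2%), 52.5% in spermatheca (52.3% to 52.8%) and 5.11% in semen (4.65% to 5.61%). R2 took 13.9% (13.9% to 14.0%), 19.6% (19.5% to 19.8%) and 83.9% (83.1% to 84.7%) in the same order. PiggyBac took 14.2% (14.2% to 14.3%), 16.0% (15.9% to 16.2%) and 1.79% (1.53% to 2.10%). Of the other named families of Table 1, BelPao held 4.13% (4.10% to 4.15%) in ovaries, and I held 4.80% (4.36% to 5.29%) in semen, above PiggyBac there. In semen, 6582 of the 6830 R2 counts (96.4%) lay on 1 of the 8 annotated R2 copies, the fragment LIN9_SM on the + strand of GroupUn98 from 15798 to 16001, and all of these were antisense. This fragment fills the gap between the parts of ms43364, and gene GB43330, on the + strand from 15844 to 16065, overlaps both. Without LIN9_SM, R2 made up 15.9% of the semen family counts. Mariner/TC1, with 416 counts (26.7%), and I, with 391 (25.1%), were close to each other and above R2. The family 5S followed R2, with 169 counts (10.8%). In ovaries the leading copy, R2Amel, held 33.4% of the R2 counts and 8 of the 8 copies were above the floor.

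**Figure D1:**
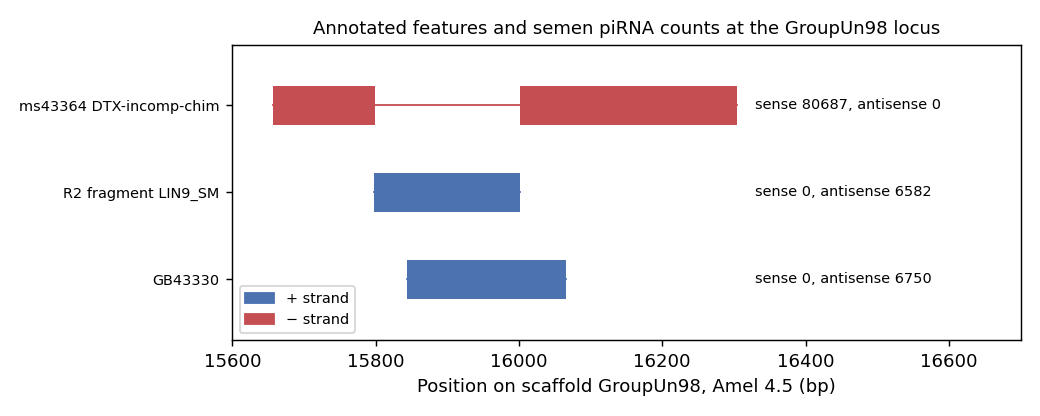
Annotated features at the locus on GroupUn98, with position in bp on the horizontal axis, a row for each feature, colours for the annotated strand, and the semen counts in each direction at the right. The counts of ms43364 are sense and those of LIN9_SM and GB43330 are antisense, so all of them run along the − strand.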

A chi-squared test comparing the proportion of class I vs class II repetitive elements showed that only semen had a significantly different proportion to ovaries (chi-squared test, ovaries vs semen, *p* < 0.05, ovaries vs other tissues *p* > 0.05). 

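Class I elements held 467528 of the 2154510 family-assigned counts in ovaries (21.7%, 95% interval 21.6% to 21.8%), 59874 of 194965 in spermatheca (30.7%, 30.5% to 30.9%) and 7526 of 8142 in semen (92.4%, 91.8% to 93.0%). The intervals did not overlap, but they cover counting error only and cannot be set against the paper's chi-squared test. No test was made on these counts, because each tissue has a single pooled column and no replicates. Without the feature with the most family-assigned counts in each tissue, the class I share was 25.5% in ovaries, 33.8% in spermatheca and 60.5% in semen.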

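Gene counts were deposited for whole genes, so exons and introns are not separated here. Sense reads made up 50.0% of the 6530320 gene counts in ovaries (95% interval 49.9% to 50.0%), 60.9% of 1416924 in spermatheca (60.8% to 61.0%) and 78.3% of 149843 in semen (78.1% to 78.5%). Each share rested in part on a few genes. GB50405, on chromosome 4 from 6797133 to 6832301, had 1952927 sense counts in ovaries, and without it the sense share of ovaries was 28.7%. In semen GB47541, an annotated gene of 153 bp on GroupUn63 from 1257 to 1409, had 54410 of the 117292 sense counts, and without it the sense share of semen was 65.9%. Semen stayed above ovaries and spermatheca in both cases.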

Of putative piRNA reads that map to genes, most align sense to introns for all tissues except semen, in which the majority align sense to exons (Fig. 2E). The relative lack of piRNAs in semen and the stark difference of targeting and abundance of piRNA-length reads in paternal tissues compared to all other tissues suggests that piRNAs are a mechanism by which maternal effects could be mediated.

**Table 1:** Percentage of total piRNAs mapping to DNA transposons and retrotransposons for each tissue

	TE type	Family	Ovaries	Eggs	Testes	Semen	Spermatheca
Class I	**LTR**	**Copia**	1.0%	0.8%	1.8%	0.3%	1.1%
		**Gypsy**	1.3%	1.2%	0.1%	0.5%	1.7%
		**BelPao**	4.2%	6.6%	5.4%	0.7%	5.4%
	**LINE**	**R2**	4.1%	5.5%	24.1%	84.0%	8.4%
		**Jockey**	0.0%	0.0%	0.1%	0.0%	0.1%
		**I**	2.2%	2.8%	5.6%	4.9%	4.4%
	**OTHER**		0.0%	0.0%	0.3%	2.1%	0.1%
Class II	**TIR**	**Mariner/TC1**	69.0%	58.2%	47.1%	5.0%	58.7%
		**PiggyBac**	16.9%	23.5%	15.3%	1.7%	19.2%
		**Other**	0.2%	0.3%	0.1%	0.6%	0.3%
	**Other**		1.0%	1.0%	0.0%	0.1%	0.7%

### Differential expression and target analysis

Principal component analysis (PCA) revealed that miRNA, piRNA and tRF profiles differed between tissue types (Fig. 3A). To identify small RNAs that were contributing to the differences between tissues we performed pairwise differential small RNA expression analysis for each tissue (Fig. 3B, Table 2).

**Fig. 3:**
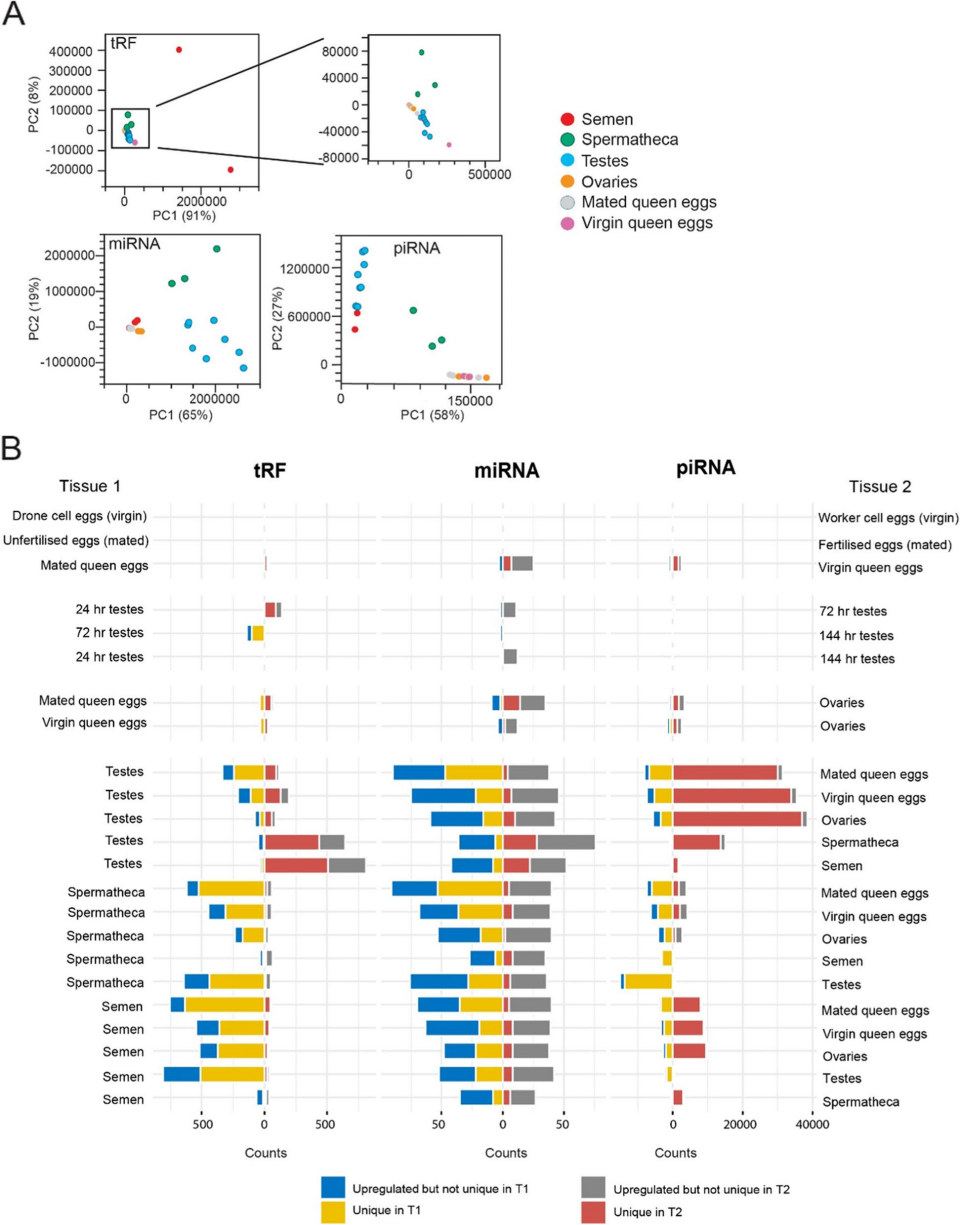
Differential expression analysis **A.** Principal component analysis (PCA) plots on tRF (top), miRNA (bottom left) and piRNA (bottom right) profiles between tissue types. **B.** Differential tRF, miRNA and piRNA expression for pairwise tissue comparisons (FDR < 0.01, FC > 5). Counts of differentially expressed and/or uniquely expressed small RNAs are on the x-axes. Red and grey bars extending to the right refer to the number of small RNAs that are uniquely (red) expressed or upregulated but not unique (grey) in tissue 2 relative to tissue 1. Conversely, the yellow bar extending leftward from the axis refers to the count of uniquely expressed small RNAs expressed in tissue 1 relative to tissue 2, the blue bar refers to the count of upregulated but not uniquely expressed sRNAs

**Table 2:** Counts of differentially and uniquely expressed small RNAs for each tissue pairwise comparison

Tissue comparison		tRFs (24,899 total)			miRNAs (651 total)			piRNAs (2,575,432 total)		
Tissue 1	Tissue 2	# of DE tRFs	Up in T1 or T2	Unique in T1, or T2	# of DE miRNAs	Up in T1 or T2	Unique in T1, or T2	# of DE piRNAs	Up in T1 or T2	Unique in T1, or T2
Eggs from worker cells (virgin queen)	Eggs from drone cells (virgin queen)	0	0	0	0	0	0	107	107, 0	67, 0
Fertilised eggs	Unfertilised eggs	0	0	0	0	0	0	0	0, 0	0, 0
Virgin queen eggs (all)	Mated queen eggs (all)	39	35, 4	21, 2	28	25, 3	7, 0	3586	2501, 1085	1681, 468
24 h testes	72 h testes	139	0, 139	0, 89	13	2, 11	0, 0	610	11, 599	4, 519
72 h testes	144 h testes	140	140, 0	101, 0	2	2, 0	0, 0	115	114, 1	58,0
24 h testes	144 h testes	0	0, 0	0, 0	14	2, 12	1, 0	199	97, 102	52, 71
Semen	Spermathecal contents	99	63, 36	12, 12	62	35, 27	8, 6	3869	509, 3360	303, 3005
Semen	Testes (pooled)	847	809, 38	508,21	94	52, 42	22, 8	2779	2183, 596	1639, 426
Semen	Ovaries	548	515, 33	370,23	86	48, 38	22, 8	12,508	2650, 9858	1864, 9505
Semen	Virgin queen eggs (all)	591	542, 49	358, 37	102	63, 39	19, 8	12,399	3232, 9167	2409, 8802
Semen	Mated queen eggs (all)	812	755, 57	635, 45	110	70, 40	35, 5	12,113	3819, 8294	3302, 7948
Spermatheca	Testes (pooled)	692	644, 48	437,9	112	76, 36	28, 6	15,877	15,041, 836	13,736, 493
Spermatheca	Ovaries	265	235, 30	175,6	93	53, 40	18, 2	6799	4069, 2730	2299, 851
Spermatheca	Virgin queen eggs (all)	501	445, 56	310,16	107	68, 39	36, 8	10,397	6168, 4229	4178, 2058
Spermatheca	Mated queen eggs (all)	678	621, 57	522, 20	131	91, 40	53, 5	11,193	7291, 3902	5887, 1747
Testes (pooled)	Ovaries	162	76, 86	37, 58	102	59, 43	16, 10	44,051	5527, 38,524	3387, 36,964
Testes (pooled)	Virgin queen eggs (all)	404	211, 193	110, 127	121	75, 46	22, 7	42,757	7298, 35,459	5195, 33,897
Testes (pooled)	Mated queen eggs (all)	449	334, 115	242, 92	128	90, 38	47, 4	39,533	8079, 31,454	6604, 30,077
Ovaries	Virgin queen eggs (all)	76	38, 38	25, 33	16	12, 4	2, 0	4131	2592, 1539	1315, 778
Ovaries	Mated queen eggs (all)	106	69, 37	53, 36	44	35, 9	14, 2	4234	3420, 814	1725, 182

Table 2. The column “Up in T1 or T2” refers to all differentially and uniquely expressed small RNAs that are significantly (FDR < 0.01, FC > 5) upregulated in one tissue relative to the other (number upregulated in tissue 1, number upregulated in tissue 2). The column “Unique in T1 or T2” refers to the uniquely expressed small RNAs that are found only in one tissue and not in the other.

#### Ovaries and eggs

There is preliminary evidence that queens may use supplementary epigenetic mechanisms to influence the sex of their eggs [73]. However, we found no difference in the abundance of small RNAs between eggs from mated queens collected from worker cells (fertilized) and eggs collected from drone cells (unfertilized) (Fig. 3B, row 2), indicating that at this age (< 24 h old) there is no difference in small RNA profiles between fertilised and unfertilised eggs. We therefore combined the data sets from mated queen eggs obtained from drone cells and worker cells into a single data set (mated queen eggs). We then compared sRNA profiles between eggs laid by virgin queens in worker cells with eggs laid in drone cells (both unfertilised). While we did not detect any differentially expressed (DE) miRNAs or tRFs we did detect 107 DE piRNAs (out of ~ 2.5 million piRNAs) (Fig. 3B, row 1). Given the minimal differences between these two classes of virgin queen eggs we also pooled these datasets together (virgin queen eggs) for greater statistical power for comparisons between mated queen eggs and virgin queen eggs. We identified 39 tRFs, 30 miRNAs and 3586 piRNAs that were DE between eggs from mated queens and eggs from virgin queens. The majority of these were upregulated in eggs laid by virgin queens (Fig. 3B, Fig. 4A). Due to these differences, we kept the virgin and mated queen egg datasets separate for comparisons with other reproductive tissues.

**Fig. 4:**
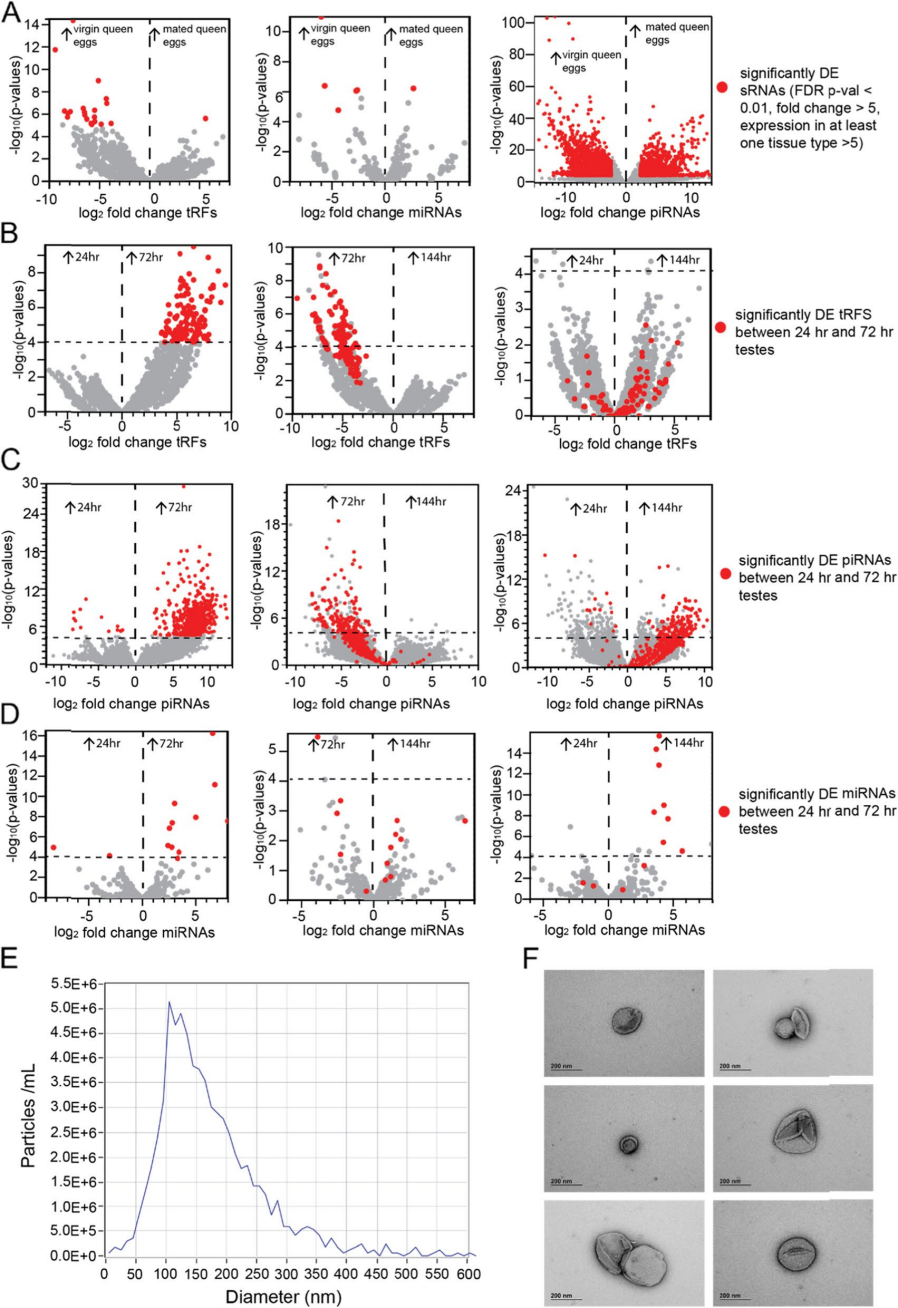
**A.** Volcano plots indicate the patterns of upregulated tRFs (left), miRNA (middle) and piRNAs (right) between eggs laid from virgin queens and eggs laid from mated queens. Grey dots are all small RNAs, red dots are those that are significantly DE (FDR < 0.01, FC > 5, counts > 5). Arrows refer to upregulation in either virgin or mated queen eggs. **B**. **C**. and **D.** Volcano plots showing differentially expressed tRFs (B), piRNAs (C) and miRNAs (D) between testes from 24 h pupae and 72 h pupae (left), 72 and 144 h (middle) and 24 and 144 h (right). Grey dots are all small RNAs, while dots above the horizontal dashed lines have a FDR *p*-value < 0.01 in the analysed comparison. Red dots in all panels indicate the significantly upregulated small RNAs from the 24–72 h comparisons (FDR < 0.01, FC > 5, counts > 5 in one tissue). **E.** Zetaview measurement of particles present in honey bee semen indicating particle size (nm) and concentration (particles/mL). **F.** Representative transmission electron micrographs of potential EVs in honey bee semen

The small RNA expression profiles in the eggs derived from both virgin and mated queen eggs were more similar to those seen in ovaries than to other tissues. This is expected, as the ovaries are the site of oogenesis and egg maturation, and the ovaries that we collected came from laying queens containing hundreds of developing eggs. Nonetheless, differentially expressed tRFs, miRNAs, and piRNAs were observed between ovary and egg samples (Fig. 3B, Table 2). Differentially expressed small RNAs, particularly miRNAs and piRNAs, tended to be upregulated in ovaries. Any differentially expressed small RNAs must originate in either the maternal ovarian tissue, arise from differential transport of miRNAs into mature eggs, or arise due to differential expression early in egg development. The small RNAs upregulated in the ovaries are likely to be derived from the maternal ovarian tissue and not from the developing oocytes, while the small RNAs upregulated in the eggs must come from either active transport into the developing oocyte, or early expression in the embryo. Of the seven miRNAs upregulated in ovaries (relative to both mated and virgin eggs) three (mir-989, mir-278 and mir-12) have been implicated in ovary development or oogenesis in insects [74–76].

#### Developing Testes

During spermatogenesis meiosis occurs as pupation commences and ends with the appearance of clustered spermatids in red-eyed pupae [77]. To investigate whether paternally deposited small RNAs are produced during this process, we compared the testes samples from three different stages of pupal development; pink-eyed (24 h from the commencement of pupation), red-eyed (72 h) and brown-eyed (144 h). There were 139 differentially expressed tRFs between the developing testes of pink-eyed and red-eyed pupae and 140 differentially expressed tRFs between red-eyed and brown-eyed testes (Fig. 4B, Table 2). Strikingly, all differentially expressed tRFs were upregulated in the testes of red-eyed pupae, for each comparison. However, no tRFs were differentially expressed between pink-eyed and brown eyed pupae (Fig. 4B). These results imply a peak of tRF expression at around 72 h of pupal development with subsequent downregulation. Like tRF expression, there is a drastic increase in piRNA expression within the testes between 24 and 72 h of pupal development (Fig. 4C). These piRNAs show reduced abundance between 72 and 144 h, but not as strongly as tRFs. In contrast, miRNAs that are upregulated at 72 h testes relative to 24 h testes tend to remain upregulated in 72 h testes and 144 h testes, representing a trend towards increased miRNA production as the testis develop (Fig. 4D). Of tRFs that were significantly upregulated at 72 h (red-eyed pupae) relative to other pupal stages, many multi-mapped to eleven genes, two of which are important gametogenesis genes in *D. melanogaster*; *Hephaestus (heph)* [78, 79] and *CUGBP Elav-like family member 2 (bru-2)* [80]. 72 h post-fertilisation (red-eyed pupae) coincides with the end of meiosis and the start of spermiogenesis [77]: the striking changes in small RNA expression during this window strongly suggest that small RNAs play an important role in spermatogenesis. Might they also influence gene expression in the next generation? For further comparisons with other tissues we pooled all testes samples together.

#### Spermatheca, semen and testes

In order to determine whether paternal small RNAs are present in tissues relevant to the production of the next generation we considered the three environments encountered by honey bee sperm prior to fertilisation: the pupal testes, the adult seminal vesicles and the period of storage in the spermatheca [81, 82]. Strikingly, although tRFs made up 60% of small RNAs in semen and only 8% of spermathecal small RNAs by abundance (Fig. 1B), there are fewer DE tRFs between semen and spermatheca samples than between other tissue types, suggesting high similarity between semen and the semen-storage organ (Fig. 3B). In contrast, the stark difference in tRF abundance between semen and testes suggests that a large component of the tRF content in semen does not come from the testes but is a component of the seminal fluid, which is produced in the accessory glands [83]. This observation accords with the previous observation that tRFs are upregulated in the testes of red-eyed pupae but subsequently downregulated in brown-eyed pupae. The similarity in tRF expression between semen and spermatheca suggests that tRFs are a small RNA molecule uniquely placed to provide a paternal influence on early embryonic development.

Small RNAs are often present in extracellular vesicles (EVs) which have been shown to be present in semen of various organisms [84–86]. We performed particle tracking and electron microscopy of freshly collected honey bee semen and detected particles of the correct size and shape to be EVs (Fig. 4E, F). If EVs are indeed present in honey bee semen they are a plausible mechanism by which small RNAs could be transmitted paternally.

A different trend was observed for piRNAs between semen, spermatheca and testes. There were few DE piRNAs between semen and testes. In contrast, the spermatheca was strongly different, with approximately 28-fold higher expression of unique piRNAs than in testes (Fig. 3B, Table 2). The abundance of piRNAs in the spermatheca is most likely due to piRNA expression in the maternal cells of the spermatheca itself, or in the maternal component of the spermathecal fluid, but probably not from spermatozoa.

The miRNA compositions between semen, spermatheca and testes are different again. There are few miRNAs that are unique to the testes, while there are many uniquely expressed miRNAs in the semen and spermatheca. Although miRNAs make up 82% of small RNAs in the testes, and 58% in the spermatheca, they comprise only 9% of small RNAs in semen. There are slightly fewer miRNAs upregulated in semen relative to spermatheca. This could suggest that there is a miRNA component to the seminal fluid (although substantially less than the tRF contribution shown above), and a maternal miRNA contribution to the spermathecal fluid. The seven most upregulated miRNAs in spermatheca relative to semen are also more abundant in spermatheca relative to all other tissues but are of conspicuously low abundance in eggs (Supplemental Fig. 4). This suggests that these miRNAs regulate genes important to early embryogenesis. Indeed mir-317, mir-277 and mir-278 all play roles in insect development [75, 87, 88].

#### Female tissues compared to male tissues

We sought to investigate how small RNAs differ between male and female reproductive tissues, to gain insight into how they may utilise different strategies to regulate gene expression and genomic stability or contribute small RNAs to the next generation. Semen and spermatheca differentially express many more tRFs than do testes, ovaries, and eggs (Fig. 3B, Table 2, t-test *p* < 0.001), and thus tRFs are prime candidates for epigenetic marks passed by fathers to their offspring. However, at our significance thresholds we did not detect any tRFs present in semen, spermatheca and fertilised eggs from mated queens that were not also in unfertilised eggs from mated queens.

Overall, paternal tissues and spermatheca have more abundant and uniquely-expressed miRNAs relative to eggs and ovaries (Fig. 3B, Table 2, t-test *p* < 0.001), although not to the same degree as tRFs. GO analysis of miRNA target genes showed that DNA binding activity involved in transcription regulation was often enriched for both tissues of a comparison, suggesting that miRNAs that are differentially expressed between tissues might act on/suppress different DNA-transcription machinery to regulate the activity of large cellular pathways (Supplemental Table S5). In contrast to tRFs and miRNAs, many more piRNA species are strongly upregulated in maternal tissues relative to testes and semen (Fig. 3B, Table 2, t-test *p* < 0.05). This is further evidence that piRNAs are expressed in the maternal reproductive tissues and suppressed in the paternal reproductive tissues. In addition to mapping to TEs, piRNAs also map to genes. 

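Antisense gene counts summed to 3268356 in ovaries, 553655 in spermatheca and 32551 in semen. Between ovaries and semen, 1012 genes had at least 5 antisense counts in either tissue, and after TMM scaling 171 of them were over 5-fold higher in ovaries and 132 over 5-fold higher in semen. Between ovaries and spermatheca, 288 of 1615 genes were higher in ovaries and 102 higher in spermatheca. Between spermatheca and semen, 65 of 1321 genes were higher in spermatheca and 83 higher in semen. These splits depended on the scaling, and 3 genes, GB54876, GB53587 and GB45793, held 31.9%, 18.0% and 17.3% of the antisense gene counts of ovaries. GB43331 alone held 54.0% of those of semen and 38.4% of those of spermatheca. TMM scaled ovaries against semen by 3.80, whereas the sums of counts differed by 100.4 times, which shifts every log2 fold change of that pair by -4.72. Library totals here are these sums of antisense counts and not the sequencing depth of the libraries. Scaling by them removes any difference between tissues in the sum itself. With library totals in place of TMM, 40 genes were higher in ovaries and 245 in semen, 4 were higher in ovaries and 974 in spermatheca, and 33 were higher in spermatheca and 185 in semen. With DESeq2's size factors the split between ovaries and semen was 146 to 145, and with unscaled counts it was 382 to 20. Unscaled counts gave 319 to 8 between spermatheca and semen.

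**Figure D2:**
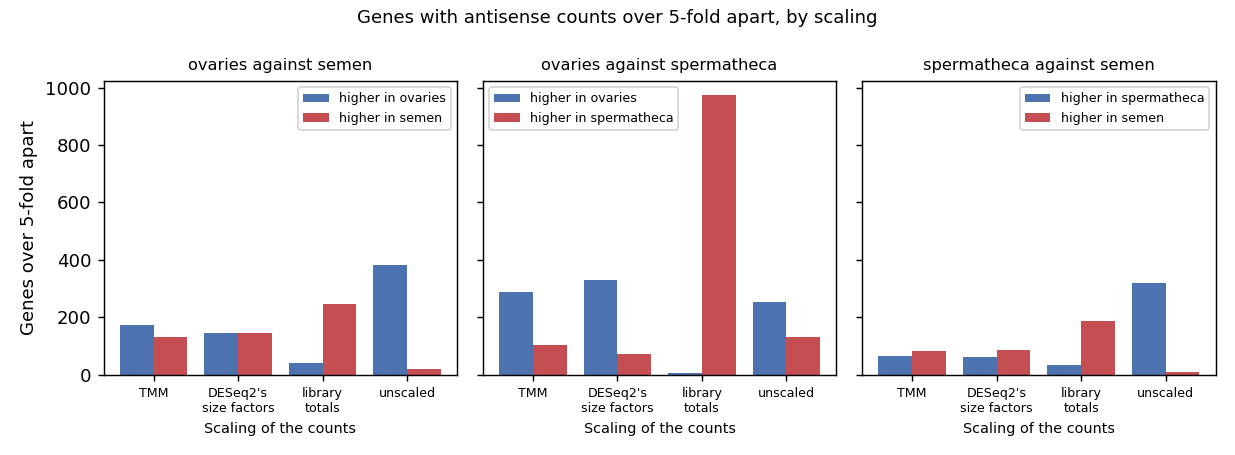
Number of genes whose antisense counts differed over 5-fold between tissues, for 3 pairs of tissues (panels) and each scaling of the counts (horizontal axis), with colours for the tissue in which the gene was higher. For ovaries against semen, the bars go from 171 and 132 genes with TMM to 40 and 245 with library totals. Library totals are the sums of the antisense gene counts of a tissue.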

GO-term analysis of genes targeted by piRNAs in ovaries and eggs relative to semen and testes (and presumably therefore downregulated in maternal tissues) were enriched for terms related to glutamate receptor signalling. Conversely, genes targeted by piRNAs in semen and testes relative to eggs and ovaries were enriched for terms related to transcription and development. 

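Of the genes named for differences between tissues, GB54783 (LOC408402, acetyl-coenzyme A transporter 1; + strand of chromosome 13, 1109889 to 1114086) had 132 antisense counts in semen, 3 in ovaries and 1 in spermatheca. Scaled by TMM it was 167-fold higher in semen than in ovaries, where counting error on 3 reads gives a 95% interval from 56.3 to 497.5. Against spermatheca it was at least 228-fold higher, with the 1 count there set to 3 and no counting error included. GB55060 (LOC724287, rhomboid related protein 3-like; + strand of chromosome 11, 4914545 to 4940183) had 22 antisense counts in ovaries, 2 in spermatheca and 0 in semen, where a count of 0 allows a share of up to 0.00922% of the antisense gene counts. It was at least 1.93-fold higher in ovaries than in semen, and no fold can be given between spermatheca and semen. GB45868 (LOC413081, F-box/WD repeat-containing protein 7; chromosome 1, 12024476 to 12031085), at the position that Supplemental Table S4 gives for AGO_2, had 1 antisense count in ovaries, 2 in semen and 2 in spermatheca, so no difference was detectable at this depth. GB42797, which Supplemental Table S4 puts first for ovaries over spermatheca, had 0 antisense counts in each of the 3 tissues. Among the genes with the largest fold changes, GB42470 (chromosome 7, 9407712 to 9409252) had 35860 antisense counts in ovaries, 3017 in spermatheca and 3 in semen, 3144-fold higher in ovaries than in semen (95% interval from 1069 to 9244). GB42039 (chromosome 5, 6892749 to 6903646) had 714 in semen and 26 in ovaries, 104-fold higher in semen. GB43331 (GroupUn98, 26478 to 32513) had 212545 in spermatheca, 17583 in semen and 2513 in ovaries, 71.4-fold higher in spermatheca than in ovaries. GB45793 (GroupUn62, 37808 to 117833) had 61609 in spermatheca and 57 in semen, 209-fold higher in spermatheca. GB54783, GB42470, GB42039, GB43331 and GB45793 kept these directions with library totals and with unscaled counts, but the sizes of the folds depended on the scaling. Between ovaries and semen, GB42470 was 119-fold higher in ovaries with library totals (95% interval 40.5 to 350.1) and 11950-fold with unscaled counts. The log2 fold change of GB42039 for that pair was -6.71 with TMM, -11.43 with library totals and -4.78 with unscaled counts. That of GB43331 between ovaries and spermatheca was -6.16, -8.96 and -6.40. For GB55060, library totals left no lower bound above 1-fold between ovaries and semen.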

Genes/clusters which have notably different antisense-piRNA targeting between tissue types are listed in Table 3, and the top 10 piRNA-targeted genes for each tissue pairwise comparison are listed in Supplemental Table S4. Full GSEA output is in Supplemental Table S5. The targeting of genes by piRNAs suggests that piRNAs also regulate gene expression and developmental pathways.

**Table 3:** Notable piRNA-targeted genes and clusters

piRNAs upregulated in	Relative to	Gene ID (Beebase/Refseq)	Gene Name	Gene function
Eggs, ovaries and spermatheca	Semen and testes	GB55060/LOC724287	*rhomboid related protein 3-like*	The rhomboid superfamily of intramembrane serine proteases are involved in developmental patterning as well as mitochondrial fusion during spermatogenesis [89, 90].
Semen	Testes, eggs and ovaries	GB45868/LOC413081	*F-box/WD repeat-containing protein 7*	This gene is a homolog of *archipelago* in Drosophila, required for endocycles and mediates the negative regulation of cell growth by protein ubiquitination [91, 92]
Semen	Spermatheca, ovaries, testes and eggs	GB54783/LOC408402	*Acetyl-coenzyme A transporter 1*	This gene is implicated in the developmentally regulated modification of O-acetylation of gangliosides in mammals [93]
Ovaries, eggs and spermatheca	Semen and Testes	Cluster 20	Sex determination locus	Genes implicated in sex determination in *Apis mellifera* including the *complementary sex determiner* and *feminizer* genes.

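In Supplemental Table S3 cluster 20 spans positions 11105082 to 11186765 of chromosome 3 and is listed on the − strand. The 7 genes of Fig. 5 held 42667 of the 3268356 antisense gene counts in ovaries, or 1.31% (95% interval 1.29% to 1.32%), 3632 of the 553655 in spermatheca, or 0.656% (0.635% to 0.678%), and 4 of the 32551 in semen, or 0.0123% (0.00478% to 0.0316%). GB54876 on chromosome 6 held 1041278 of the antisense counts of ovaries, and without it the share of cluster 20 in ovaries was 1.92%. In the other tissues the gene with the most antisense counts was GB43331, without which the share was 1.06% in spermatheca and 0.0267% in semen. The semen share stayed lowest in each case, but it rests on 4 counts.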

Intriguingly, piRNA cluster 20 is much more active in ovaries, eggs and spermatheca relative to testes and semen (Table 3). Cluster 20 is a unidirectional cluster that maps antisense to most of the genes located in the cluster. 

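Of the counts on the 7 genes of Fig. 5, 98.8% were antisense in ovaries (95% interval 98.6% to 98.9%) and 97.0% in spermatheca (96.4% to 97.5%). Semen had 13 counts on these genes, too few to give a direction (30.8% antisense, 12.7% to 57.6%). GB47018 (LOC724886, 11101629 to 11111533) had 17462 antisense and 225 sense counts in ovaries. GB47021 (LOC100578464, 11127526 to 11133605) had 12107 and 31, fem (GB47020, 11118557 to 11123186) had 8514 and 1, and pinocchio (GB47023, 11150394 to 11150819) had 2234 and 0. These genes lie on the + strand. GB47045 (LOC551408, 11111999 to 11115357), on the − strand, had 0 antisense and 279 sense counts in ovaries, so its counts too ran along the − strand of the chromosome. GB47019 had 6 antisense counts in ovaries and 5 in spermatheca, near the floor. In spermatheca, fem had 656 antisense counts, GB47021 861, GB47018 1767 and pinocchio 92. In semen, GB47018 had 4 antisense counts and the other genes had 0. After TMM scaling fem was 15.4-fold higher in ovaries than in spermatheca and at least 746-fold higher in ovaries than in semen, and with library totals these log2 fold changes were lower, at 1.14 and 4.82. From the number of reads at this locus, the paper proposes a role for piRNAs in sex determination.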

Reads map along the length of the cluster and although there are transposable elements present in the cluster, they are not exclusively targeted. Cluster 20 overlaps the *complementary sex determiner* gene (*csd*), *feminizer* gene (*fem)* and GB47023/LOC408733 (*pinocchio*) (Fig. 5) [94]. *csd*, situated within the sex determination region on chromosome 3, determines the sex of the bee and arose from duplication of the *feminizer* gene [95]. Bees heterozygous for *csd* develop into females, whereas bees hemizygous at this locus develop as haploid males [94]. The high number of piRNAs at this locus suggest a role for piRNAs in sex determination.

**Fig. 5:**
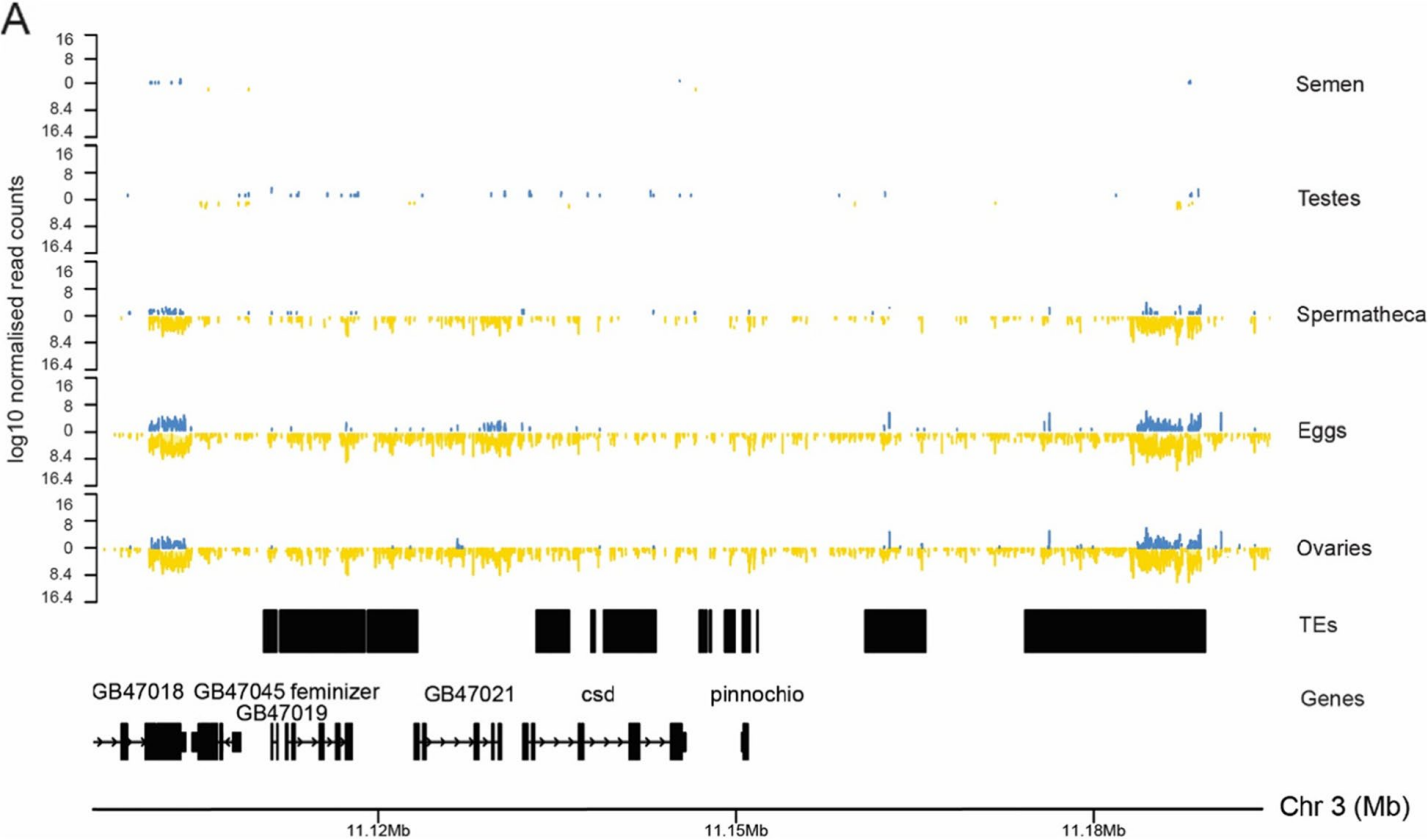
Normalised log_10_ read counts of piRNAs at the *csd* locus (Cluster 20). Blue reads align sense and yellow reads antisense to Chromosome 3 as shown

## Discussion

Our pairwise comparisons of reproductive tissues of the honey bee has revealed strong differences in small RNA abundance, species and the genomic features that they target. Strikingly, these differences are strongly indicative that small RNAs function during gametogenesis, in the production, maturation and storage of semen, and in sex determination. Unique small RNA profiles are seen in fertilized and unfertilized eggs, and these differ from those seen in the spermathecal fluid. While our study was by its nature an exploratory survey rather than a test of specific hypotheses, it has revealed that piRNAs and miRNAs are present in ovaries and semen and that these target genes involved in DNA regulation and developmental processes. tRNA fragments are abundant in semen and have a similar profile to those seen in the semen of other animals. We conclude that small RNAs are likely to play an integral role in honey bee gametogenesis and reproduction and provide a plausible mechanism for parent-of-origin effects on gene expression and reproductive physiology. Below we discuss the potential function of the various small RNA classes in different tissues.

### Small RNAs as potential mediators of paternal effects

tRFs made up around 60% of total small RNAs in semen, and although less abundant in spermatheca, the proportional abundance of tRF species was similar, suggesting that a large proportion of the tRFs present in the queen’s spermatheca are transferred there via spermatozoa or seminal fluid. The low frequency of tRFs in honey bee testis suggests that honey bee semen acquires tRFs from epididymosomes during transit through the epididymis, a process that coincides with spermatozoa acquiring their fertilising ability and motility. This process also occurs in mammals [51, 96] where seminal tRFs, particularly tRF^GlyGCC^, are acquired during epididymal transit. In mammals, tRFs are involved in the repression of embryonically expressed genes in developing offspring [51, 53, 96–98]. The high abundance of tRF^GlyGCC^ in honey bee semen highlights a striking evolutionary conservation and suggests that tRFs have a role in mediating paternal effects in honey bees and potentially in other insects. For example, Liberti and colleagues [11] suggest that factors in seminal fluid cause queens to cease mating flights, a potential point of sexual conflict. Queens should prefer many matings to increase offspring diversity [99] and to reduce worker-worker conflicts [100], whereas drones can maximise their probability of fathering offspring if their partner queen’s mating flights cease after his mating.

The structure of a honey bee society is predicated by the fact that a single diploid queen mates with 20 or more haploid males to produce a colony of half-sisters. It is well established that not all sub-families are equal; some are more likely to be reared as queens [14], and workers of some rare subfamilies are much more likely to become reproductively active than average [13, 101, 102]. Further, offspring gene expression and phenotype are influenced by paternity in reciprocal crosses between honey bee subspecies (reviewed in Oldroyd and Yagound [64]).

Our work implicates seminal tRFs as a potential mechanism by which these effects may be mediated by affecting gene expression during the early development of the embryo. Further, the presence of extracellular vesicles in semen represents a potential route for transmission for tRFs from father to daughter. Nonetheless, it is difficult to see how tRFs produced by males could be transferred to eggs at an abundance that is sufficient to reliably influence embryonic development. In this context it is important to note that queens use stored sperm from the spermatheca to fertilise eggs over a lifespan that can exceed four years. This period of storage provides the opportunity for queens to ameliorate any paternal effects mediated by semen. We conclude that the function of paternal-origin tRFs in semen and spermatheca is far from clear.

Most novel miRNAs were identified in pupal testes and spermatheca. miR-210 was highly upregulated in testes, semen and spermatheca relative to ovaries and eggs. miR-210 is one of the most well-studied miRNAs across a range of species and is a master regulator of gene networks controlling neuronal development, circadian rhythm and photoreception [103]. In *D. melanogaster*, miR-210 overexpression during development causes visual defects, however miR-210 expression is also required for photoreceptor maintenance and survival via regulating acetyl coenzyme A synthetase expression [104, 105]. As strictly regulated expression of miR-210 is required for vision in *D. melanogaster*, miR-210 of paternal origin may be required for appropriate vision development in honey bees. miR-210 is also a candidate molecule to signal queens to cease mating flights after a successful mating [11]. Similarly, miR-34 is upregulated in testes, semen and spermatheca relative to eggs. Interestingly, miR-34 is maternally inherited in Drosophila and regulates synaptogenesis [106] and neuronal differentiation during embryogenesis [30].

### Small RNAs may be maternally deposited in honey bees

In *D. melanogaster* piRNAs are maternally deposited in eggs, and this contribution is required for TE repression in the early embryonic development of offspring [22, 23, 107]. The high abundance of piRNAs that mapped to TEs in both egg and ovary samples suggests that the same is true in honey bees. During oogenesis in the honey bee ovary, intercellular cytoplasmic bridges allow cytoplasmic contents to be directly transferred from ovarian nurse cells into the oocyte in a process known as “nurse cell dumping” [108]. This suggests that, as is the case in *Drosophila*, piRNAs are transferred from honey bee nurse cells into the oocyte, priming it for TE repression upon zygotic genome activation. In addition to their role in TE repression, we found antisense gene-associated piRNAs in all reproductive tissues, indicating that some piRNAs function in gene regulation, rather than TE suppression, as has been shown in other species [109, 110]. Interestingly, we found that glutamate receptor signalling genes are enriched as targets of piRNAs in maternal tissues, whereas anatomical development genes are enriched as targets of piRNAs in semen and testes. This is suggestive that piRNAs are involved in regulating developmental processes post-fertilisation as has been shown in *D. melanogaster* [24].

Eggs of mated queens, (both fertilised and non-fertilised) showed different small RNA profiles to virgin queens. Queens have control over egg fertilisation, and can therefore control the sex of their offspring [111]. It is possible that virgin queens add more spermathecal fluid to their eggs than mated queens, perhaps as an attempt to compensate for a lack of sperm in their spermatheca, and that this alters the small RNAs present in the eggs of mated and virgin queens. In order to study this rigorously, freshly laid eggs (< 2 h) would need to be collected to detect differences before development begins. We note that in order to induce oviposition in virgin queens it is necessary to subject them to two rounds of CO_2_-induced narcosis [112] which is a potential confounding factor [113]. However, even if the changes in small RNA profiles that we observed in the eggs of virgin queens are caused by the CO_2_ treatment of the queens, it still indicates a maternal effect and communication of environmental factors between generations via small RNA molecules.

### Control of transposable elements

We have identified evidence for ping-pong amplification of piRNAs at specific piRNA clusters and TEs (see below). However, the vast majority of piRNAs in honeybee reproductive tissues arise via primary biogenesis. The overall paucity of ping-pong signatures and the high proportion of sense-TE mapping reads at many piRNA clusters, including the highly active piRNA cluster 83, indicates that most piRNAs are derived from now-inactive TE remnants, as is the case in *Drosophila* [114]. 

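Among family-assigned TEs, antisense counts numbered 1801015 in ovaries and 154929 in spermatheca. Mariner took 59.5% of them in ovaries (95% interval 59.4% to 59.6%) and 45.9% in spermatheca (45.7% to 46.2%), and PiggyBac took 16.3% (16.2% to 16.3%) and 19.3% (19.1% to 19.5%). R2 was close to PiggyBac in ovaries, at 16.2% (16.1% to 16.2%), and above it in spermatheca, at 23.8% (23.6% to 24.0%). Most counts on these families were antisense. For PiggyBac the antisense share was 95.5% in ovaries (95.4% to 95.5%) and 95.3% in spermatheca (95.1% to 95.6%), and for Mariner it was 78.8% (78.7% to 78.8%) and 69.5% (69.2% to 69.8%). Overlaps between reads, from which ping-pong signatures are computed, are not part of the counts.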

While most piRNAs show no ping-pong signature, piRNAs targeting annotated TEs in female reproductive tissues mapped mostly to the PiggyBac and Mariner TE families, as shown previously [58], and had much stronger ping-pong signatures than piRNAs that mapped to unclassified TEs (probably inactive remnants) [72]. This suggests that PiggyBac and Mariner TEs are transcribed in female reproductive tissues, with potential for transposition, therefore requiring robust piRNA-mediated silencing that involves ping-pong amplification. In contrast, in semen the retrotransposon LINE R2 is the only TE highly targeted by piRNAs, suggesting that it is transcriptionally active. 

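In semen, R2 held 6816 of the 7364 antisense counts on family-assigned TEs, 92.6% (95% interval 91.9% to 93.1%), and Mariner held 302. Of all R2 counts in semen, 14 were sense, or 0.205% (0.122% to 0.344%). The share was 2.98% (2.92% to 3.04%) in ovaries and 3.67% (3.48% to 3.86%) in spermatheca. LIN9_SM had 6582 R2 counts in semen and 0 of them were sense, so all 14 lay among the 248 counts of the other copies. The low semen share thus rested on this fragment, and the sense share of the other copies was not below that of ovaries or spermatheca. Without the R2 copy with the most counts over the tissues, the semen share was 0.0593%. TEs without a family, which Table 1 does not cover, also had antisense counts in semen. ms30922, a LARD on the − strand of chromosome 13 from 2761533 to 2761886, had 16250 of the 42805 antisense TE counts, against 13 in ovaries and 365 in spermatheca. ms29787, a class II element on the − strand of chromosome 12 from 5326496 to 5329931, had 6688, against 11 and 198. LIN9_SM had 616 antisense counts in ovaries and 6113 in spermatheca, so the fragment that carried the R2 signal of semen also had counts in both other tissues. Among the 1761 TEs with at least 5 antisense counts in ovaries or semen, 99 were over 5-fold higher in ovaries and 99 higher in semen after TMM scaling. TMM scaled this pair by 354.2 for TEs but by 3.80 for genes, and it takes most TEs as unchanged. The TMM split therefore leaves out any difference shared by most TEs. With library totals the split was 167 to 98, with DESeq2's size factors 166 to 98, and with unscaled counts 1084 to 12. Of 1168 TEs compared between spermatheca and semen, 125 were higher in spermatheca and 34 in semen, and with unscaled counts 654 and 6. Of 1973 TEs compared between ovaries and spermatheca, 16 were higher in ovaries and 386 in spermatheca, and with unscaled counts 956 and 135. From the counts on R2 in semen, the paper proposes that R2 is transcriptionally active there.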

Interestingly, LINE-1 retrotransposons produce functional reverse transcriptase in murine spermatozoa [115], and have even been suggested as a mechanism by which extrachromosomal RNA carried by sperm could influence gene expression in progeny, perhaps by negatively regulating miRNA biogenesis [116]. As such, paternally inherited piRNAs that silence LINE-1 reverse transcription may permit biogenesis of certain miRNAs. Our data suggests that the presence of active LINE retrotransposons, and thus their reverse transcriptase, is highly conserved in spermatozoa, suggesting that drones may be able to influence embryonic development of their daughters via inhibition of LINE-1 activity.

### A role for piRNAs in sex determination?

The unidirectional piRNA cluster 20 encompasses two key genes involved in the sex determination pathway: *csd* and *feminizer*. This cluster includes abundant piRNAs that align antisense to *csd*. 

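csd (GB47022) lies on the + strand of chromosome 3 from 11135135 to 11146488 in Amel 4.5. It had 2344 antisense and 4 sense counts in ovaries and 249 antisense and 4 sense counts in spermatheca. In semen it had 0 antisense and 2 sense counts. Scaled by TMM, the antisense counts were 11.2-fold higher in ovaries than in spermatheca, at least 205-fold higher in ovaries than in semen and at least 16.0-fold higher in spermatheca than in semen. With library totals the log2 fold changes were 0.67, 2.96 and 2.29 in the same order, so the directions were the same, but the difference between ovaries and spermatheca and the lower bound between spermatheca and semen fell under 5-fold.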

We speculate that piRNAs transcribed from this locus may regulate the expression or splicing of genes involved in sex determination as has been demonstrated in the silk moth *Bombyx mori*, where a single piRNA transcribed from *feminizer* silences a gene that controls masculinization in male embryos [117] Involvement of piRNAs in sex determination is also known in *C. elegans,* where an X-chromosome derived piRNA silences a regulator of X-chromosome dosage compensation and sex determination [118]. In fertilized honeybee embryos, *csd* heterozygosity leads to an active CSD protein that splices *feminizer* transcripts. The spliced Fem protein is active and in turn splices *doublesex* transcripts, leading to female development [119]. Hemizygosity for *csd* leads to normal male development whereas homozygosity leads to diploid males that are eaten by workers early in embryonic development [120]. RNAi knockdown of *feminizer* and/or *csd* results in female to male phenotypic sex reversion [94] as does knock out of *feminizer* and/or *doublesex* [121]. It is not clear how heterozygosity at the *csd* locus results in fertile diploid females: one suggestion is that *csd* alleles form an active heterodimer [122]. Our finding that many piRNAs present in female reproductive tissues map antisense to the *csd* locus introduces another possibility; that piRNAs transcribed from one *csd* allele may affect expression or splicing of the second *csd* allele. In such a case a high level of sequence similarity between two *csd* alleles may be compensated for by piRNA-mediated silencing that results in female development despite a level of genetic homozygosity that would normally produce a male. Small RNA target prediction can be prone to false positives and experimental validation is essential, but it is important to note that piRNA target prediction, which relies on full complementarity along the length of the piRNA, is generally less prone to false positives than miRNA target prediction, which relies only on a short seed region.

## Conclusions

The germline transmission of small RNAs in honey bees has not previously been studied. This study is the first to conduct pairwise comparisons of small RNA expression between reproductive tissues of maternal and paternal origin. We find evidence that, as with mammals, nematodes, and *Drosophila*, small RNAs are intimately involved in the regulation of gametogenesis and embryogenesis in the honey bee and provide a plausible but tentative pathway for parental manipulation of gene expression in offspring. Future studies will seek to experimentally validate the role of small RNAs at key loci such as the sex-determination locus (*csd* and *feminizer*) and to uncover the role of seminal tRFs. Studies such as these are essential to illuminate our understanding of how epigenetic mechanisms evolve to promote individual fitness.

## Methods

### Sample Collection

#### Semen

In February 2015 mature drones were sampled randomly from 3 colonies. Semen from 10 drones per colony was collected into sterile glass insemination tips using standard procedures used during honey bee artificial insemination [123]. Semen from each sample was expelled directly into 0.5 ml Trizol and the tube vigorously flicked to disperse the semen in the reagent. The preparation was then frozen at − 70°C until RNA extraction.

#### Eggs from unmated queens

In January 2015 we established four nucleus colonies and introduced one queen pupa to each using standard methods [123]. The sister queens were prevented from leaving the nucleus colonies via a ‘queen excluder’ grid placed over the entrance which was sufficiently large to allow the passage of workers, but too small to allow the passage of queens. When the queens were 7 days old we narcotized them with carbon dioxide for 10 min, once a day for two days, to induce oviposition, even though they had not mated [112]. Once the queens hard started laying we provided drone comb and worker comb to the colonies. Over several weeks we collected eggs 0–24 hr old into 0.5 ml Trizol from drone comb and worker comb. Eggs disintegrated on contact with the Trizol. Each sample (two from drone comb and two from worker comb) consisted of 59–200 eggs. Samples were frozen at − 70 °C after collection.

#### Eggs from mated queens

Eggs (59–200) were collected in September 2015 from three colonies headed by naturally mated queens of unknown age. Eggs were collected separately from drone and worker cells into 0.5 ml Trizol as above.

#### Spermathecae

In March 2016, 10 naturally-mated laying queens were removed from their colonies and taken to the laboratory. Queens were frozen, and the ovaries and spermatheca were removed by dissection as described in Dade (1977) [124]. Tissue was placed separately in 0.5 ml Trizol and immediately frozen.

#### Testes

In August 2016, a section of brood comb containing newly capped drone larvae was collected from a single colony and taken into the laboratory. White eyed drone pupae were extracted from their cells and placed in petri dishes lined with filter paper soaked in 12% glycerol. Pupae were incubated at 34.5°C, 50% relative humidity, and staged to collect developing testes at three time points. On day 1 (24 h post-incubation), pink-eyed pupae were collected and testes removed from the abdomen by piercing the cuticle with forceps and aspirating testes tissue using a P1000 pipette tip that had been widened by removing the end of the tip with sterile scalpel. Red-eyed pupae were collected on day 3 (72 h post-incubation) and brown-eyed pupae on day 6 (144 h post-incubation) and testes removed as described. Samples were frozen immediately on dry ice and stored at − 80°C prior to RNA extraction. Two individual drone pupae samples were used to generate two replicate small RNA libraries for each timepoint.

### RNA extractions

Frozen tubes containing the sample and 500 μl Trizol were thawed on ice. The sample was then homogenized with a RNase free pellet pestle and RNA extracted using Trizol according to the manufacturer’s instructions (Life Technologies).

### Transmission electron microscopy

For Extracellular Vesicles’ imaged using transmission electron microscopy (TEM), samples were diluted 1:200 in PBS and applied to formvar-coated grids with heavy carbon coating after fixation in glutaraldehyde (2% v/w in H2O) for 30 mins, room temperature, or overnight at 40 °C. Samples were visualized by negative staining with uranyl acetate (2% w/v in H2O), with images captured using a Joel JEM-2100 electron microscope.

### Nanoparticle tracking analysis of isolated exosomes

Extracellular Vesicles’ were analyzed for size and concentration via the Zetaview instrument model Basic-PMX120 installed with a 405 nm laser diode (Particle Metrix). Vesicles were prepared with a 1:20,000 dilution in dPBS to an average 149 particles per frame. For each measurement, “high” (60fps) number of frames were captured for 11 positions; Camera sensitivity on the Zetaview was 80; Shutter speed was 1/100 s; After capture, analysis was performed by ZetaView Software version 8.05.12 SP1.

### Small RNA Library prep and mapping

Small RNA libraries were prepared according to the manufacturer’s instructions (Illumina TruSeq Small RNA Library Prep Kit, Part # 15004197 Rev. G) unless stated otherwise. Input amount for library preparation was 1.5 μg of total RNA, quantified using a NanoDrop Spectrophotometer. PCR amplification was performed for 15 instead of 11 cycles. The amplified cDNA construct was purified on 6% TBE polyacrylamide gels. Gel bands between 145 bp and 160 bp in size, which correspond to adapter ligated 22 nt and 30 nt RNA fragments, were excised and purified. The final library was concentrated by ethanol precipitation and the pellet was resuspended in 10 μl 10 mM Tris-HCI, pH 8.5. Libraries were sequenced at the Australian Genome Research Facility using the Illumina HiSeq- Single Read (50/100) chemistry.

Small RNA libraries were mapped to the Amel4.5 genome using CLC Genomics (Qiagen). Biotype annotations were assigned using the Annotate and Merge tool. Differential expression analysis was performed using the empirical analysis of DGE tool in CLC Genomics, with FDR correction for multiple testing. To be included in our final pairwise DE gene lists, a differentially expressed small RNA had an FDR-corrected *p* value of < 0.01, a fold change of > 5, and greater than or equal to 5 counts in at least one tissue.

### Novel miRNA identification

Novel miRNA prediction tool mirDeep2 [65] was used to predict novel miRNAs in each tissue (biological replicates pooled). CLC Genomics (Qiagen) was used to manually confirm expression of each predicted miRNA: those for which expression could not be confirmed (expression < 5 in all tissues) were removed.

### Validation of miRNAs by stem–loop RT–PCR

For the validation of miRNAs by stem–loop RT–PCR independent samples were collected in September 2017. Total RNA of pink, red and brown testis, semen, eggs, ovaries and spermathecae was extracted, procedure for tissue collection and RNA extraction as described above. The protocol for miRNA validation by stem-loop RT-PCR was adapted from Ashby et al. (2015) [125] and Varkonyi-Gasic et al. (2007) [126]. Primers for stem-loop RT-PCR were designed with a miRNA primer design tool (Astridresearch: http://genomics.dote.hu:8080/mirnadesigntool/processor), using the base stack melting temp primer [127] (Table 4).

**Table 4:** Stem Loop primers

miRNA name	Stem-loop primer	Forward primer
Group8.9_31942	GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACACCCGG	GTTTTTTTTTTTTACGCGGGCG
Group12.5_3280	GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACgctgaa	GGGGGGTAGCACCACATTA
Group8.21_6386	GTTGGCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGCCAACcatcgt	cggctgcgaggctttttttc

For Reverse Transcription in a final volume of 20 ul 50 ng of total RNA was combined with 50 nM of the StemLoop RT primer, 0.25 mM dNTP mix and nuclease free water to 13.65 ul. The mixture was heated to 65 °C for 5 min followed by a 2-min incubation on ice. 6.35 ul of the enzyme mix consisting of 1x First First-Strand buffer, 10 mM DTT, 4 U RNaseOUT, 50 U SuperScript III Reverse Transcriptase (Life Technologies, Australia) was added and incubated in a Biorad Mycyler thermalcycler under following conditions: 16 °C for 30 min, 42 °C for 30 min, heat inactivated at 85 °C for 5 min and cooled to 4 °C. RT-PCR was performed as described by Ashby et al. (2015). For a 15 ul reaction 1 ul of undiluted cDNA was combined with 1x FastStart Universal Probe Master Mix with Rox (Roche Diagnostics, Australia), 50 nm of the forward and universal reverse primer, 10 nm of Universal Probe #21 (Roche Diagnostics, Australia). Cycling conditions were 95 °C for 5 min, 40 cyles of 95 °C for 10 s, 56 °C for 30 s, 72 °C for 10 s on a Applied Biosystems FAST 7500 real-time PCR machine using the normal ramp reaction mode.

### piRNA Analysis

Prior to cluster identification, unmapped reads and reads that were annotated as other known RNAs (such as ribosomal and tRNAs, but excluding protein coding RNA) were removed. A custom script (CREST) was generated to identify genomic regions containing a high density of piRNA reads. After clusters were identified, those which contained less than 50% of reads of the appropriate size (26-31 nt) were filtered out. proTRAC v2.4.2 [128] and piClust [129] were run using the same dataset but excluding reads less than 26 nt or greater than 31 nt in length to ensure consistency across packages. Default parameters were used for proTRAC v2.4.2 and piClust was run using parameters; eps of 10,000, minread of 35 and a cut score of 2. Tissue-specific clusters which were either overlapping or within 1 kb of each other were merged and clusters less than 200 bp in length were removed. Cluster strandedness was determined by calculating the proportion of collapsed reads mapping to either strand. If one strand mapped more than double the number of piRNAs relative to the other strand, across all tissues, it was assigned as either sense or antisense. If there were fewer than double the number of reads (collapsed) on either strand, across all tissues, the cluster was assigned as a dual strand/bidirectional cluster. We identified enrichment of 10 nucleotide overlaps using the tool PPmeter (v 0.4) [130] and phased piRNA signatures were identified by calculating the 3′-5′ distances between putative piRNAs. piRNAs were mapped to the Amel 4.5 TE dataset [72], TE annotations are divided into TE class and TE superfamily as many repetitive elements could not be assigned to a superfamily (ie. *Mariner, Copia etc*) but were assigned to a class (ie *LARD, TRIM etc*).

### Target prediction and gene ontology analysis

3’UTR sequences were obtained from OGS v3.2 (Beebase). Two miRNA target prediction algorithms, miRanda [131] and RNAhybrid [132] were used to identify miRNA 3’UTR-gene targets. Only miRNA-target interactions predicted by both algorithms were used for GO analysis. The targets were matched against each list of differentially expressed miRNA, for each pairwise tissue comparison, and the genes searched using the graphical gene set enrichment tool ShinyGO v 0.61 to obtain enriched biological process, cellular component and molecular function terms, KEGG pathways and promoter motifs [133]. To determine the cellular processes that piRNAs may regulate in each tissue type we sought to identify genes and TEs that are differentially targeted for each pairwise tissue comparison. Genes and TEs which had significantly more putative piRNAs mapping antisense to them in one tissue relative to another were assigned as differentially targeted. The Featurecounts command, as part of the Rsubread package (v. 1.22.2), was used to counts reads mapping to TEs and genes (including introns, exons, 3’UTR and 5’UTR). Intergenic reads were calculated by subtracting reads mapping to TEs and/or gene elements from the putative piRNA count (after length filtering).

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

**Additional file 6.**

## Data Availability

All raw and processed sequencing datasets generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE182720.

# Supplementary material for: Abundant small RNAs in the reproductive tissues and eggs of the honey bee, Apis mellifera
**Source:** BMC Genomics. 2022 Apr 4;23:257. doi: 10.1186/s12864-022-08478-9
**Supplement:** Supplementary file 1 — Additional file 1.

## Supplemental Data File

### Supplemental Table legends.

Supplemental Table S1. Novel miRNAs and their expression pattern across tissues

Supplemental Table S2. Pairwise comparison of tRF expression across tissues

Supplemental Table S3. The global list of 199 piRNA clusters obtained after merging overlapping and proximal (within 1kB) piRNA clusters that were identified across each of the five tissue groups. Features included in this table include the coordinates, length, what tissues the cluster was identified in (indicated by X), and strandedness. Strandedness was assigned if >50% of unique/collapsed reads mapped to one strand, otherwise the cluster was assigned as dual/bidirectional.

Supplemental Table S4. An ordered list (by fold-change) of top 10 genes that have the most antisense mapping piRNA reads, for each pairwise comparison of tissues.

Supplemental Table S5. Gene ontology information obtained for miRNA and piRNA predicted gene targets for each tissue, obtained from ShinyGO v 0.61.

Supplemental Figure 1

A

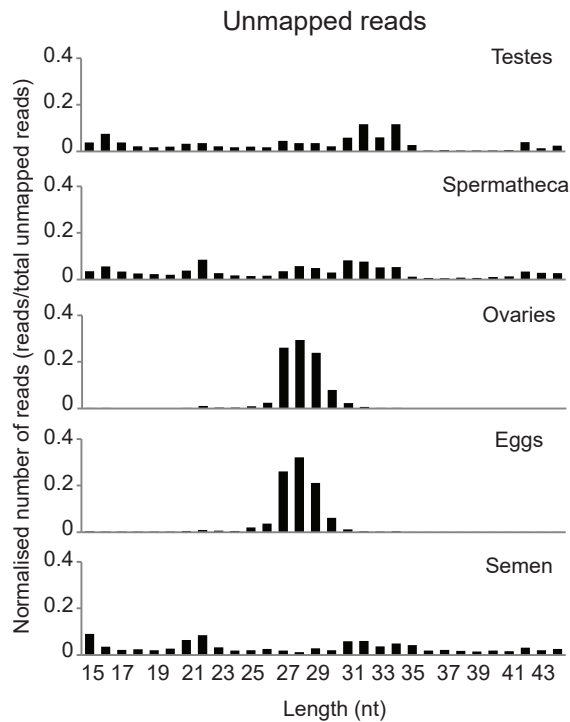

B

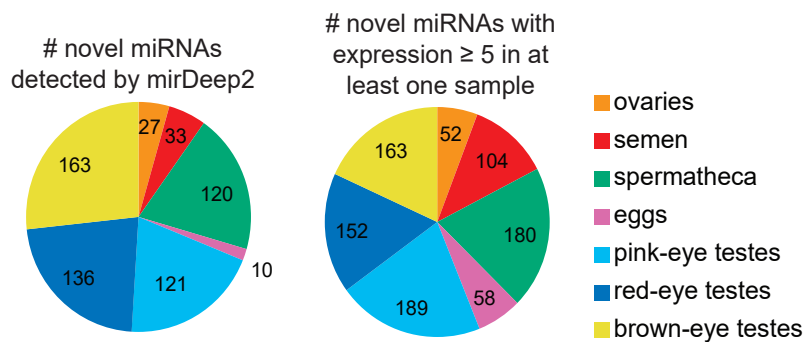

C

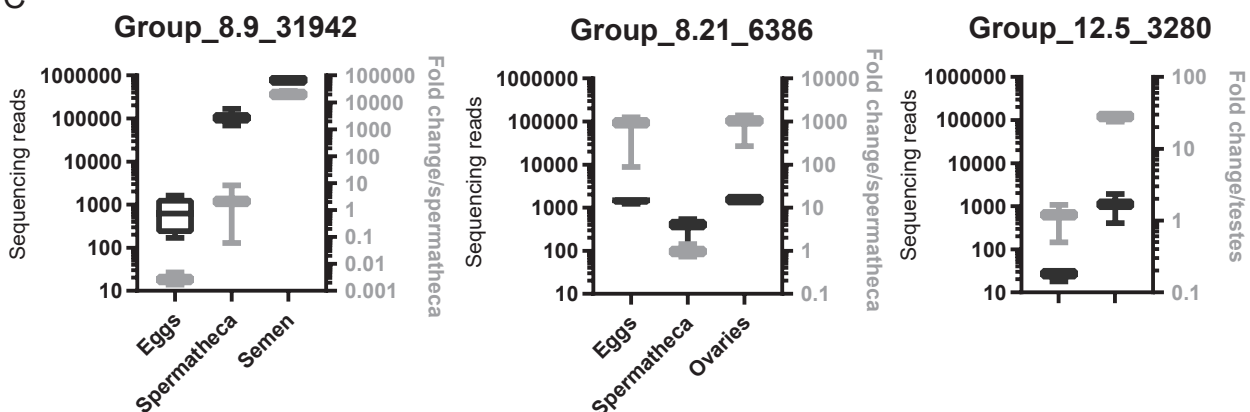

**Supplemental Figure 1. A.** Size distribution of total small RNAs between 13 and 43 nt, contained in the small RNA libraries, that did not map to the Amel 4.5 honey bee genome. **B.** Number of novel miRNAs detected by miRDeep2 in each tissue (left). Right panel shows the total number of novel miRNAs with expression greater than 5 in each tissue. **C.** Stemloop qPCR validation (grey- measured as fold change) of three novel miRNAs which exhibit differential tissue expression via small RNA-seq (black- measured as read count differences).

Supplemental Figure 2

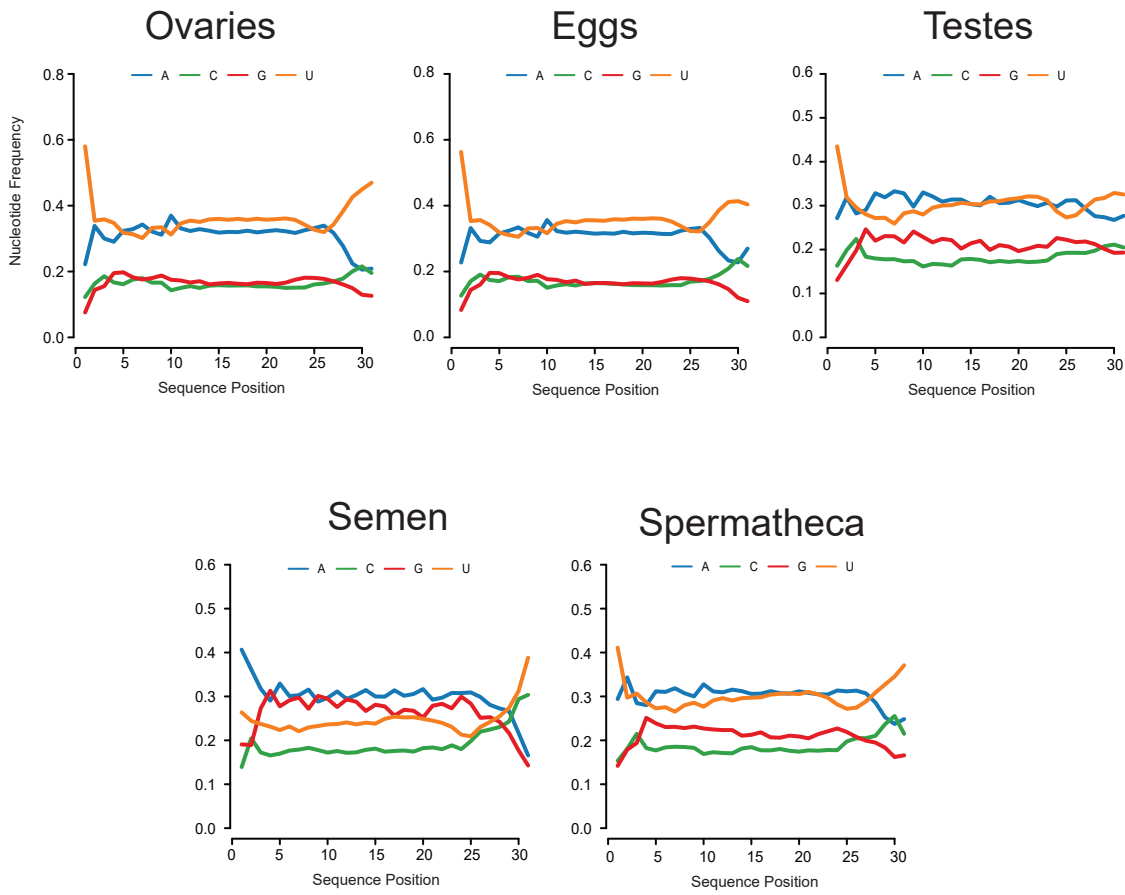

**Supplemental Figure 2.** Nucleotide frequency plots for each tissue using total putative piRNAs (26-31 nt length reads).

### Supplemental Figure 3

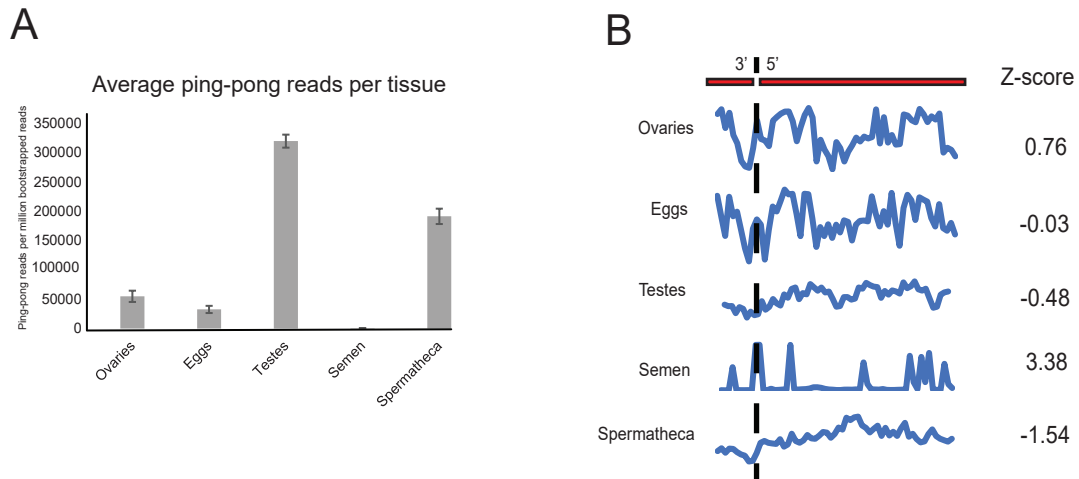

**Supplemental Figure 3.** A. The average number of ping-pong reads (reads that have a 10nt 5' overlap with another mapped read) after bootstrapping using 100 pseudo-replicate datasets. B. Analysis of 3'-5' distances of mapped reads, a peak at a distance of 1bp indicates the presence of piRNA phasing. Z scores for phasing were calculated using the method of Han et al (Han et al. 2015).

Supplemental Figure 4

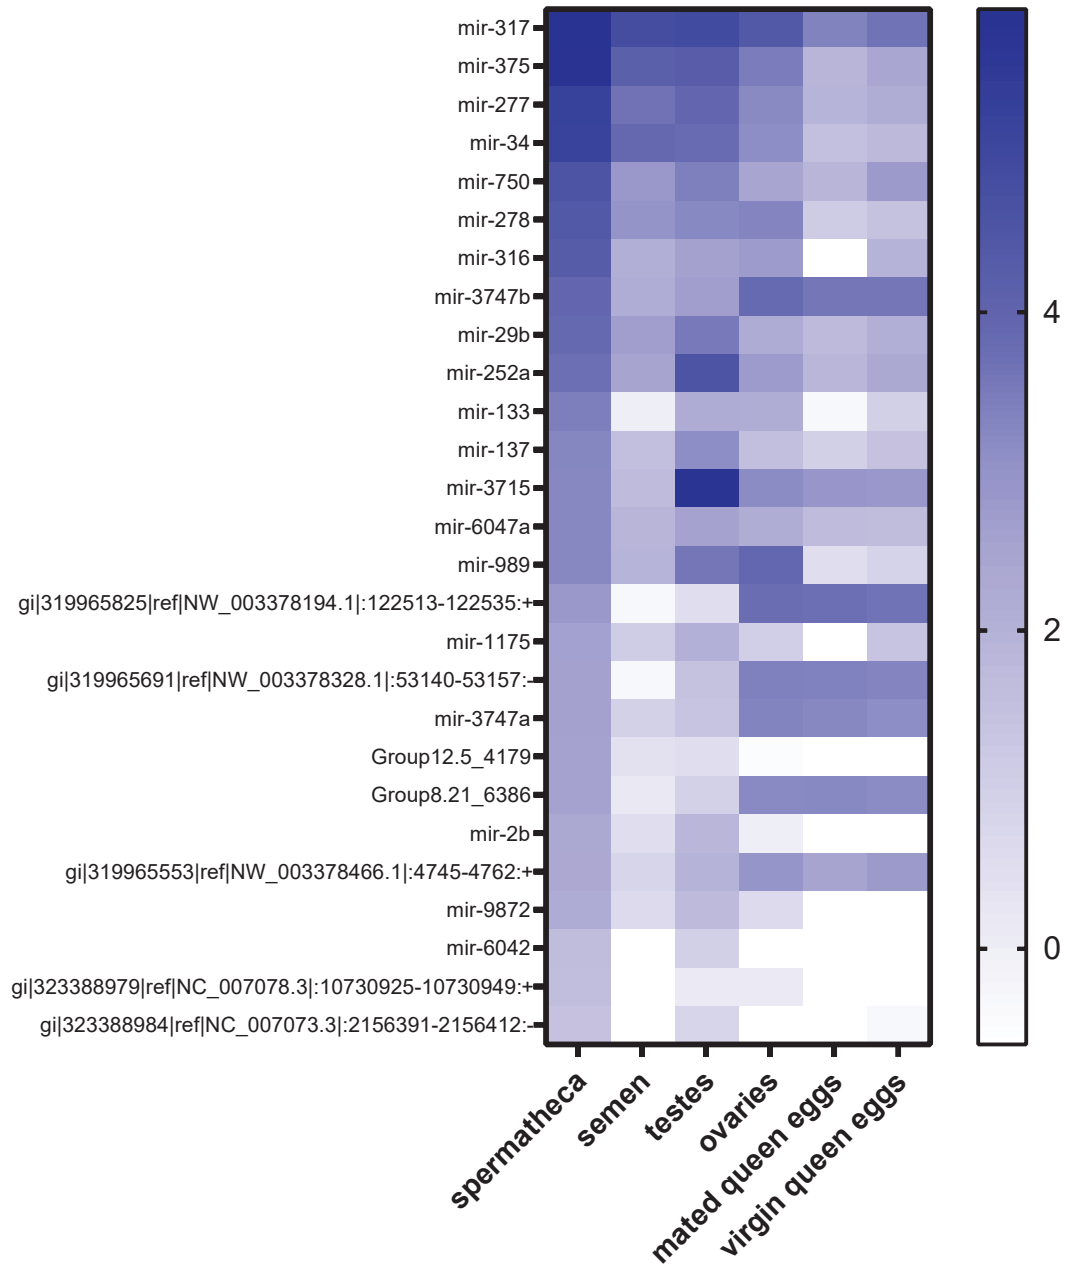

Supplemental Figure 4. Heatmap showing log fold change of miRNAs between different tissues.

How the deposited data were processed for this re-analysis (not part of the article)

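Small RNAs of ovaries, spermatheca and semen were compared. The values used are raw counts of putative piRNA reads that the authors made with the featureCounts command of Rsubread from reads mapped to Amel 4.5, after removing unmapped reads, reads annotated as other known RNAs and reads outside the piRNA length, and they are used as deposited. Each of the 4 count tables (TEs and genes, sense and antisense) has 1 column per tissue, taken as pooled libraries. Which libraries were combined, by sum or mean, and the treatment of reads with several positions or overlapping features are not named in the paper's text. Gene lengths in the tables span introns.

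The comparisons planned before the data were examined were tests between replicate libraries. None could be run, because the tables hold no replicate columns, so values are given without a test, an SD or a p-value. The columns for eggs and testes, 8 in all, were not used, since each spans several conditions of the sample labels, and these tissues were not analysed here. Counting error is given by 95% Wilson intervals, and PCR copies make the true error larger. The count of a tissue sets the precision: with 32551 antisense gene counts in semen, a count of 0 is compatible with a share of up to 0.00922%, and with 553655 in spermatheca with up to 0.000542%.

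Shares were computed within each tissue in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1. A TE or gene was placed in a cluster of Supplemental Table S3 when it shared at least 1 base with it, except that cluster 20 and cluster 83 genes are those drawn in Fig. 5 and Fig. 2C. Class and family were read from the names of the TEs, and the denominator of family shares is every TE with a family. Antisense counts were compared for 3 pairs of tissues in R 4.3.3, scaled by the TMM factors of edgeR 4.0.16, for features with at least 5 counts in either tissue and at a fold change over 5. A fold against a tissue with fewer than 3 counts was computed against 3 counts and is given as a lower bound, which is not a confidence limit. At exactly 3 counts the fold is the observed one, with the 95% Wilson interval of its counts. None is given where both tissues had 3 or fewer. Alternatives were library totals, the size factors of DESeq2 1.42.0, no filter on low counts, unscaled counts, and shares without the leading feature. Library totals are the sums of the antisense counts of a table in a tissue, not sequencing depth. The genes named are those the paper names in Table 3, Fig. 2C, Fig. 5 and at the head of the lists of Supplemental Table S4, with AGO_2 and FEM, and up to 2 features with the largest change in each direction of a comparison. This rule also asked for groups that do not overlap, which could not be applied without replicates. Features that held at least 10% of a table's counts in a tissue were singled out after their values were seen. Gene symbols come from a later assembly and were used for names only, while positions are those of the tables. The scaling and fold step was tested on simulated data in 6 comparisons of 8003 features in all: 596 of 624 simulated 10-fold changes (95.5%) were recovered and 11 unchanged features were called. Both tissues of a pair were simulated from the proportions of its first tissue, with about as many features raised as lowered. The assumption of TMM thus held by design, and the simulation cannot show which scaling is right for the real counts.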

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

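The tests in this part were chosen only after the results were seen, except the strand test of R2. The features below lie outside the clusters and lists that the paper discusses, and each held at least 10% of the counts of a tissue in a table of counts.

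At 15657 to 16304 of GroupUn98, semen had 80687 sense counts on the class II element ms43364 (88.7% of its sense TE counts), 6582 antisense counts on the R2 fragment LIN9_SM and 6750 antisense counts on gene GB43330. Spermatheca had 20080, 6113 and 6988 counts on them and ovaries 1608, 616 and 768. The annotations adjoin or overlap, and all semen counts on them run along the − strand, so they are not independent signals. Without the leading feature, DNA transposons made up 23.6% of the semen TE counts and R2 15.9% of the family-assigned counts, so both leading shares of semen rested on this locus. Fragments of the ribosomal DNA into which R2 inserts would be nearly all sense and on few copies. The sense share of R2 in semen was 0.205%, which argues against them if the annotated strand is right. This value rested on LIN9_SM, which had 0 sense counts. The other copies had 14 sense counts of 248, so they too were mostly antisense. In contrast, 96.4% of the R2 counts sat on 1 copy, as fragments of a single locus would give. This explanation cannot be told apart from piRNAs here, as the sequence of the locus was not used. Farther along the same scaffold, at 26478 to 32513, GB43331 lies on the + strand and is in the paper's lists. It had 17583 antisense counts in semen, which also run along the − strand. Whether they belong to the same signal was not tested. Sequencing run and tissue differ together, and a biological difference between tissues was not tested.

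Antisense counts of semen were also high on ms30922, at 16250 (13 in ovaries, 365 in spermatheca), and on ms29787, at 6688 (11 and 198). Sense counts on gene GB47541 were 54410 in semen, 579 in ovaries and 7960 in spermatheca. Without GB47541 the sense share of semen gene counts was 65.9%, still above that of ovaries at 50.0%, so this gene was not the whole source of the higher share. No explanation of the counts on these features themselves was tested.

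In spermatheca, ms34558 had 129003 antisense counts (173 in ovaries, 3110 in semen) and GB50156 had 129024 sense counts (175 and 3111). ms34558, at 6862419 to 6862510 of chromosome 15, lies on the − strand within GB50156, which lies on the + strand, so the same reads appear to be counted in both tables. No technical or biological explanation of this signal was tested.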

How the results depend on the processing

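Unscaled counts, and shares without the leading feature of each tissue, were chosen after seeing the data. The other alternatives were planned. No paired analysis was possible because each tissue has a single pooled column. For the same reason leaving out replicates in turn, the replicate block, the fit within a sequencing run, the fit of all libraries, DESeq2's test, nearest neighbours and principal components, and means over libraries were not run, nor was any comparison with eggs, egg types, testes or testis stages.

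Without the feature with the most counts over the tissues, 29 of 36 main shares and totals moved beyond their counting error. By construction this removes the counts of that feature. In ovaries, semen and spermatheca, the TE share became 88.3%, 47.0% and 78.8%, the retrotransposon share 87.5%, 28.6% and 90.2%, the Mariner share 56.7%, 4.39% and 47.8%, the share of TE counts in cluster 83 74.0%, 3.75% and 72.4%, and that in any cluster 98.8%, 6.47% and 94.1%. In ovaries and spermatheca, the sense share of TE counts became 86.9% and 84.1%, the sense share of gene counts 28.7% and 53.7%, R2 16.4% and 21.6%, PiggyBac 16.7% and 17.6%, cluster 20 1.92% and 0.792%, the genes of cluster 83 3.40% and 0.744%, and the total counts 55903246 and 6671266. The other 7 stayed within counting error. Of the further shares, 43 moved and 14 did not.

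Without the feature with the most counts in each tissue, the main shares of ovaries and spermatheca took the same values, except that cluster 20 in spermatheca became 1.06%. Total counts were not computed in this setting. In semen the TE share became 26.2%, the sense share of TE counts 19.4%, the sense share of gene counts 65.9%, retrotransposons 76.4%, Mariner 26.7%, R2 15.9%, PiggyBac 9.36%, genes of cluster 83 0.0587%, TEs of cluster 83 11.3% and TEs in any cluster 18.1%. The cluster 20 share of semen stayed within counting error, and 3 further shares, those of class I, moved.

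A change of scaling shifts all features of a pair alike. With library totals, genes over 5-fold higher in ovaries and in semen numbered 40 and 245, in ovaries and in spermatheca 4 and 974, and in spermatheca and in semen 33 and 185, and 167 TEs were higher in ovaries than in semen. The other 5 counts stayed within 1.5 times. With DESeq2's size factors, 166 TEs were higher in ovaries than in semen and the other 11 counts stayed within 1.5 times. With unscaled counts, genes numbered 382 and 20 for ovaries and semen and 319 and 8 for spermatheca and semen, and TEs numbered 1084 and 12 for ovaries and semen, 956 and 135 for ovaries and spermatheca, and 654 and 6 for spermatheca and semen, while 2 counts stayed within 1.5 times. With no filter on low counts, 12 of 12 counts stayed within 1.5 times.

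Among the named genes, 1 fold change reversed: that of GB47019 between ovaries and spermatheca, 0.51 on the log2 scale with TMM and -2.30 with library totals, at 6 and 5 counts. Library totals moved 33 others by at least 1 on the log2 scale without a change of direction, and for 2 more, GB55060 between ovaries and semen and GB40317 between ovaries and spermatheca, they left no lower bound above 1-fold, so that no direction could be given. DESeq2's size factors moved 36 of 36 by less than that, and unscaled counts moved 23 by at least 1 and 13 by less. Depth limits semen most, where 4 antisense counts carry the cluster 20 share.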

Differences from the paper's values

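R2 made up 13.9% of the family-assigned TE counts in ovaries against the paper's 4.1%, and 19.6% in spermatheca against the paper's 8.4%. Without the feature with the most counts over the tissues, the alternative set before the data were examined, the shares were 16.4% and 21.6%. That feature is a Mariner entry, so leaving it out can only raise the R2 share. This alternative therefore could not test the gap, which stays unexplained.

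GB54783 was 167-fold higher in semen than in ovaries, against the paper's 109.81-fold. The ovary count of 3 was at the floor, so this entry is not among those set against the listed folds below. The 95% counting interval of the fold, from 56.3 to 497.5, includes the paper's value, so the values are not shown to differ. Of the alternatives set before the data were examined, none brought the fold within 1.5 times of the paper's: library totals gave 4418-fold (1486 to 13140) and DESeq2's size factors 220.0-fold (74.0 to 654.1, which includes the paper's value). Unscaled counts, chosen after seeing the values, gave 44.0-fold (14.8 to 130.8), which also includes it.

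The paper lists GB55060 as targeted in ovaries and spermatheca more than in semen. It had 22, 2 and 0 antisense counts in ovaries, spermatheca and semen, at least 1.93-fold between ovaries and semen, and no fold could be given between spermatheca and semen. The paper lists GB45868 as higher in semen than in ovaries, and it had 2 and 1 antisense counts. The paper puts GB42797 at the head of its list for ovaries over spermatheca, and it had 0 counts in both. Of 55 entries in the lists of Supplemental Table S4 among these tissues, 27 had a fold over 5 in the listed direction, and 21 had 3 or fewer counts in both tissues. In 13 entries both tissues had more than 3 counts, so that the fold could be set against the listed one, and it was within 1.5 times of it in 7. Between spermatheca and semen it was so in 0 of 5 entries. There the unscaled ratios were 2.04 to 2.50 times the listed folds, taken as spermatheca over semen, against a TMM ratio of 5.18, so a single scale with the median of 2.38 brought 5 of 5 within 1.5 times. Between ovaries and semen the ratios were 3.25 to 3.90, against a TMM ratio of 3.80, and between ovaries and spermatheca 0.719 to 1.31, against 0.845. With the median ratio of each pair, chosen after seeing the values, 13 of 13 were within 1.5 times.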

Other observations

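The test of ovary RNA in this part was set before the result was seen.

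The 100 features with the most ovary counts had a median of 8.84% of their ovary counts in spermatheca (10th to 90th percentile 4.80% to 13.3%) and 0.0168% in semen. The 90th percentile of the ratio was 2.78 times the 10th in spermatheca and 9.27 times in semen. Proportions close to those of ovaries could reflect a share of ovary RNA in the spermatheca libraries or piRNAs shared by the tissues. These cannot be told apart, since both would give such proportions. The spread between ovary libraries, against which 2.78 would be read, was also not analysed here.

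For the 47 features with at least 100 semen counts and over 5 times their ovary counts, spermatheca had a median of 19.8% of the semen counts, with a 10th percentile of 0.455% and a 90th of 1619%, and 10 of them had 3 or fewer counts in spermatheca. No explanation was tested.

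The tables of genes and of TEs gave different scales for the same tissues. TMM scaled ovaries against semen by 3.80 for genes and 354.2 for TEs, ovaries against spermatheca by 0.845 and 8.11, and spermatheca against semen by 5.18 and 25.4. A fold change of a gene and that of a TE are thus not on a common scale. The cause of the different scales was not tested, but both cannot reflect sequencing depth.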
